# Phenotypically Anchored mRNA and miRNA Expression Profiling in Zebrafish Reveals Flame Retardant Chemical Toxicity Networks

**DOI:** 10.3389/fcell.2021.663032

**Published:** 2021-04-09

**Authors:** Subham Dasgupta, Cheryl L. Dunham, Lisa Truong, Michael T. Simonich, Christopher M. Sullivan, Robyn L. Tanguay

**Keywords:** flame retardants (additives, reactives), micro-RNA (miRNA), network analysis, transcription factors (TFs), neurodevelopment, zebrafish, mRNA, gene expression

## Abstract

The ubiquitous use of flame retardant chemicals (FRCs) in the manufacture of many consumer products leads to inevitable environmental releases and human exposures. Studying toxic effects of FRCs as a group is challenging since they widely differ in physicochemical properties. We previously used zebrafish as a model to screen 61 representative FRCs and showed that many induced behavioral and teratogenic effects, with aryl phosphates identified as the most active. In this study, we selected 10 FRCs belonging to diverse physicochemical classes and zebrafish toxicity profiles to identify the gene expression responses following exposures. For each FRC, we executed paired mRNA-micro-RNA (miR) sequencing, which enabled us to study mRNA expression patterns and investigate the role of miRs as posttranscriptional regulators of gene expression. We found widespread disruption of mRNA and miR expression across several FRCs. Neurodevelopment was a key disrupted biological process across multiple FRCs and was corroborated by behavioral deficits. Several mRNAs (e.g., *osbpl2a*) and miRs (e.g., mir-125b-5p), showed differential expression common to multiple FRCs (10 and 7 respectively). These common miRs were also predicted to regulate a network of differentially expressed genes with diverse functions, including apoptosis, neurodevelopment, lipid regulation and inflammation. Commonly disrupted transcription factors (TFs) such as retinoic acid receptor, retinoid X receptor, and vitamin D regulator were predicted to regulate a wide network of differentially expressed mRNAs across a majority of the FRCs. Many of the differential mRNA-TF and mRNA-miR pairs were predicted to play important roles in development as well as cancer signaling. Specific comparisons between TBBPA and its derivative TBBPA-DBPE showed contrasting gene expression patterns that corroborated with their phenotypic profiles. The newer generation FRCs such as IPP and TCEP produced distinct gene expression changes compared to the legacy FRC BDE-47. Our study is the first to establish a mRNA-miR-TF regulatory network across a large group of structurally diverse FRCs and diverse phenotypic responses. The purpose was to discover common and unique biological targets that will help us understand mechanisms of action for these important chemicals and establish this approach as an important tool for better understanding toxic effects of environmental contaminants.

## Introduction

Flame retardant chemicals (FRCs) have been ubiquitous in furniture, electronics, carpets, textiles, automotive products and children’s clothing for decades. Throughout the 1980s and 1990s, polybrominated diphenyl ethers (PBDEs) were the predominant flame retardants, but these were phased out in 2005 due to concerns of environmental persistence, bioaccumulation and toxicity. Replacement with organophosphate flame retardant chemicals (OPFRCs) has been common since 2005 (Stapleton et al., 2012). OPFRCs may be halogenated or non-halogenated alkyl or aryl phosphates and are often additives, not chemically bound to the items they protect. FRCs are widely detected in household dust, personal vehicles, indoor air, and aquatic environments due to leaching (Stapleton et al., 2009; Hoffman et al., 2015b; Reddam et al., 2020). Furthermore, exposure assessment studies have detected measurable levels of these chemicals in breast milk, urine and blood from human samples (Hoffman et al., 2015a, b). Exposures to both PBDEs and OPFRCs are associated with neurological and reproductive deficits within human populations (Herbstman and Mall, 2014; Castorina et al., 2017; Doherty et al., 2019). Developmental health is of particular concern, since development is regulated by a complex interplay of biological processes that regulate cell migration, differentiation and organogenesis and hence are sensitive to the effects of external stressors (Dasgupta et al., 2018). *In utero* exposure to FRCs is not uncommon as these chemicals are measured in placental or cord blood samples from the developing fetus (Kawashiro et al., 2008; Ding et al., 2016). Over the last two decades, several studies have explored toxic effects of various classes of FRCs in a wide range of *in vivo* and *in vitro* developmental models using high throughput screening, transcriptomics, metabolomics, epigenetics and reverse genetics. Collectively, evidence indicates that FRC exposure disrupts morphogenesis, neurodevelopment, immunodevelopment, muscle development, metabolism and development of various organs such as heart and liver (Du et al., 2019). Discovering the toxic mechanisms of FRCs as a group is challenging since they have widely varied physicochemical properties. Toxicity comparison among existing laboratory-based studies is somewhat limited by variation in exposure paradigms, targeted biological processes and life stages.

We previously used high-throughput screening in zebrafish with statistical modeling to identify developmental toxicity of FRCs based on their physicochemical classifications and bioactivity profiles (Noyes et al., 2015; Hagstrom et al., 2019; Truong et al., 2020). Recently, we screened a comprehensive library of 61 FRCs for morphological and neurobehavioral endpoints and used a point-of-departure approach to show that FRCs from several classes elicited developmental toxicity (Truong et al., 2020). In that study, we built a robust classification model for FRCs based on phenotypes and physicochemical properties and also showed that triphenyl OPFRCs such as triphenyl phosphate (TPP) and isopropylated triphenyl phosphates (IPPs) were the most bioactive. Comparisons with other model systems showed that many of the bioactive FRCs in our study were toxic in mammalian *in vivo* and *in vitro* systems (Truong et al., 2020). These data revealed the need for a comparative molecular assessment of different FRC classes to understand their unique and common biological targets and how specific biological processes are associated with phenotypes.

Here we investigated the mRNA and miR expression changes following exposure to 10 selected FRCs representing different physicochemical classes and zebrafish toxicity response profiles, ranging from non-responders to high responders (Truong et al., 2020). miRs can act as important post-transcriptional regulators of biological processes in response to an array of metals, dioxins, microcystins, phenols, PM_2_._5_ and are associated with teratogenic effects, apoptosis, hepatotoxicity, metabolic disruptions, carcinogenesis, neurotoxicity and oxidative stress (Balasubramanian et al., 2020). There is evidence that specific miRs are involved in developmental and neurodevelopmental toxicity in zebrafish following exposures to several environmental contaminants such as 2,3,7,8-Tetrachlorodibenzodioxin (TCDD) (Jenny et al., 2012) and atrazine (Wirbisky et al., 2016). We report the first FRC-associated paired mRNA and miR sequencing study in developmental zebrafish. Ten representative FRCs with zebrafish exposures from 6 to 48 h post fertilization (hpf) were chosen to quantify early gene expression changes that later (120 hpf) manifest as phenotypes. We anchored our mRNA/miR expression data to the phenotypes and identified several differentially expressed genes, mRNA-miR interactions, and transcription factors (TFs) linked to the toxicity of OPFRCs. Finally, we share an FRC-gene expression database to hopefully inspire and facilitate additional functional studies.

## Materials and Methods

### Chemicals

The US Environmental Protection Agency, as part of the grant number #83579601, generously provided the 10 FRCs (see Figure 1) at 20 mM in 100% DMSO. The chemicals had >98% purity and were provided in a 96 well plate and stored at −80° prior to exposing zebrafish embryos.

**FIGURE 1:**
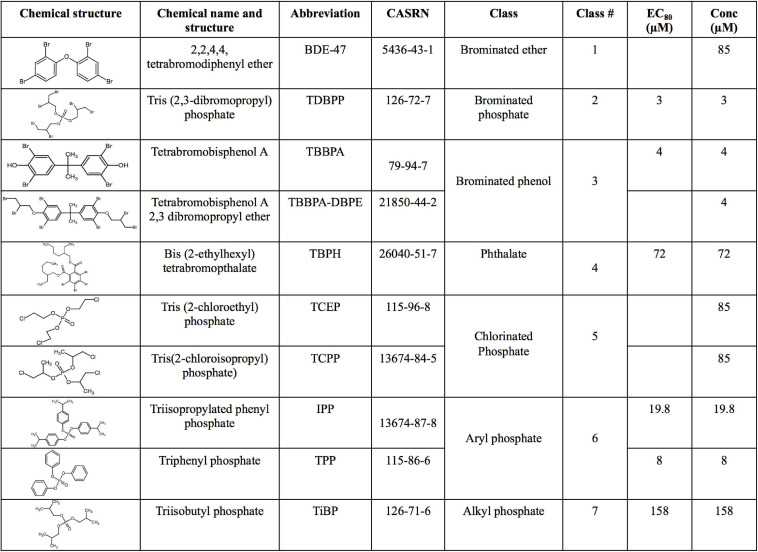
Chemical name, structure, abbreviation, CAS number, physicochemical classes, EC_80_ s and exposure concentrations (“Conc”) of flame retardant chemicals (FRCs) used in this study. “Conc” represents concentration used for exposures in the study. For FRCs, EC_80_s [exposure concentrations demonstrating 80% morphological effects based on Truong et al. (2020)] were used as exposure concentrations, except BDE-47, TCEP and TCPP where limit concentration (85 μM) or TBBPA-DBPE where a TBBPA-matched concentration (4 μM) was used.

### Selection of FRCs and Their Exposure Concentrations

Our objective was to discover the gene expression changes produced by exposure to FRCs belonging to different physicochemical classes and zebrafish toxicity profiles. We chose the 10 FRCs based on lowest effect level (LEL) values within our 18 morphological and 5 behavioral endpoints from our previous study [Truong et al. (2020), also see Supplementary Table 1.1)]. These FRCs belonged to different chemical classes (Figure 1) and phenotypic profiles (Figure 2A), producing both morphological and behavioral phenotypes (TDBPP, TBBPA, TBPH, IPP, TPP), only morphological phenotypes (TiBP), only behavioral phenotypes (BDE-47, TBBPA-DBPE) and no observed phenotypes (TCEP, TCPP) (Figure 2A). Since none of the FRCs elicited an abnormal embryonic photomotor response (EPR; 24 hpf) phenotype without also manifesting a later morphological phenotype, our use of “behavioral phenotypes” here typically pertains to the later (120 hpf) larval photomotor response (LPR). Based on data from Truong et al. (2020), we calculated 120 hpf EC_80_-concentrations that caused 80% of the embryos to be adversely affected in their morphology by 120 hpf and performed paired mRNA and miR sequencing at these concentrations to quantify gene expression changes at near-maximal responses. For TBBPA-DBPE, we matched the exposure concentration (4 μM) to its parent FRC TBBPA. For FRCs with no morphological phenotypes (TCPP, BDE-47, and TCEP), a limit concentration of 85 μM was used.

**FIGURE 2:**
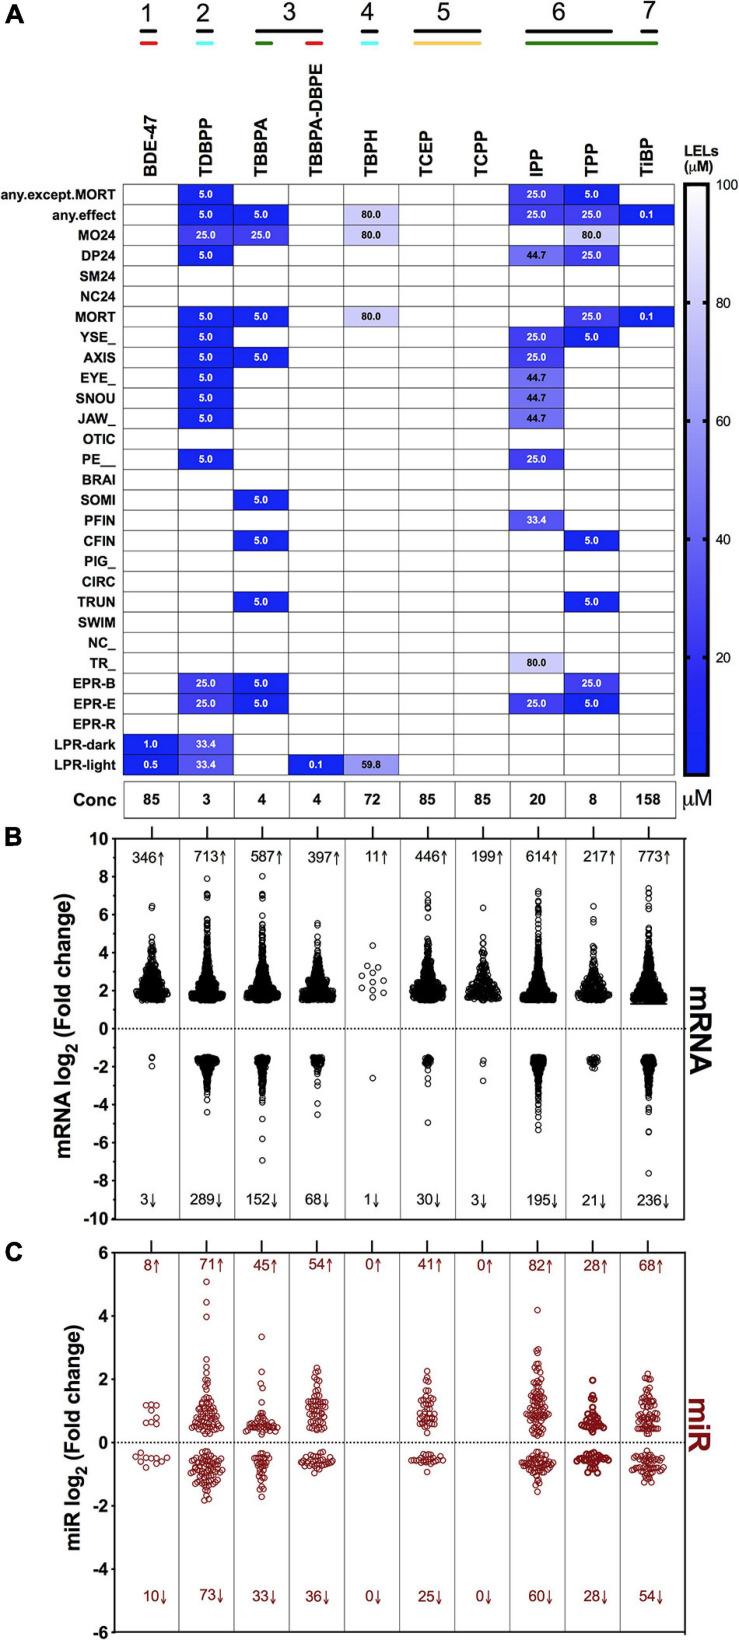
Phenotypic screening, mRNA sequencing and miR sequencing of 10 FRCs. **(A)** Phenotypic screening with lowest effect level (LEL) of 18 morphological endpoints and four behavioral endpoints; details about these endpoints are included in Supplementary Table 1. Data based on Truong et al. (2020). Exposure concentrations for this study are represented as “Conc.” Black lines with numbers indicate FRC classes based on Figure 1. Colored lines indicate phenotypic response groups: 

 only behavior response; 

 morphology + behavior response; 

 only morphology response and 

 no response. Embryonic photomotor response is included within morphology response and behavior response indicates only larval photomotor response. Numbers within cells represent LELs for each FRC/endpoint combination. **(B)** Log_2_ fold changes of all increased and decreased differentially expressed mRNAs across FRCs. Cutoff was log_2_ fold change ≥1.5 and *p* ≤ 0.05. Numbers represent number of genes with increased (↑) or decreased (↓) mRNA levels. **(C)** Log_2_ fold changes of increased and decreased miR levels across different FRCs. Cutoff was *p* ≤ 0.05. Numbers represent number of miRs with increased (↑) or decreased (↓) levels.

### Zebrafish Husbandry

Tropical 5D wild type zebrafish were housed at Oregon State University’s Sinnhuber Aquatic Research Laboratory (SARL, Corvallis, OR, United States) in densities of 500 fish per 100-gallon tank according to the Institutional Animal Care and Use Committee protocols. Fish were maintained at 28°C on a 14:10 h light/dark cycle in recirculating filtered water, supplemented with Instant Ocean salts. Adult, larval and juvenile fish were fed with size appropriate GEMMA Micro food 2–3 times a day (Gaulke et al., 2016). Spawning funnels were placed in the tanks at night, and the following morning, embryos were collected and staged (Kimmel et al., 1995; Westerfield, 2007). Mass collection of embryos from these tanks allows for multiple individual fish and male-female pairs contributing to embryos for an experimental setup and provides for sufficient genetic diversity. Embryos were maintained in embryo medium (EM) in an incubator at 28°C until further processing. EM consisted of 15 mM NaCl, 0.5 mM KCl, 1 mM MgSO_4_, 0.15 mM KH_2_PO_4_, 0.05 mM Na_2_HPO_4_, and 0.7 mM NaHCO_3_ (Westerfield, 2007).

### Chemical Exposures

Embryos were dechorionated at 4 hpf, sorted based on their stage (Kimmel et al., 1995) and shield stage embryos (6 hpf) were exposed in 96 well plates (one embryo per well in 100 μL test solution) as described in Truong et al. (2020). Details of exposure concentrations and observed phenotypes are included in Figure 2A and Supplementary Table 1.1. A vehicle control of 0.64% DMSO was used because previous studies from our and other labs have shown no confounding physiological effects at 0.64%. The embryos (*N* = 48) were statically exposed from 6 to 48 hpf at 28°C in the dark.

### Total RNA Extraction and mRNA/miRNA Sequencing

We collected embryos at 48 hpf to study the transcriptomic dynamics that precede morphological and/or behavioral phenotypes at 120 hpf. This exposure paradigm provides a snapshot of the developmental transcriptome in absence of any phenotypes at 48 hpf, but largely drives phenotypic outcomes at 120 hpf. Four biological replicates were created by pooling eight embryos per replicate from individual wells which were placed into an Eppendorf Safe-lock Tube and excess solution removed. 

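The RNA samples form 11 groups, 10 FRCs and a vehicle control, with 4 replicates in each, 44 RNA samples in all. The concentrations were 85 μM for BDE-47, TCEP and TCPP, 3 μM for TDBPP, 4 μM for TBBPA and TBBPA-DBPE, 72 μM for TBPH, and 8 μM for TPP. For IPP and TiBP they were those of Figure 1, and the control was at 0 μM. Each RNA sample went into 1 mRNA library and 1 small RNA library, so that the 44 mRNA libraries and the 44 small RNA libraries can be matched by sample number. All 10 FRCs were set against the same 4 control replicates, so chance values of the controls enter every comparison. The replicates of different groups carry the same numbers, but no litter, plate or day behind a number and no sequencing batch or date is given in the sources used here.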

0.5 mM zirconium oxide beads were added along with 500 μL of RNAzol (Molecular Research Center, Inc.) and the tubes were immediately placed into a bullet blender (Next Advance), using settings recommended by the manufacturer. The RNA was purified using the Direct-zol MiniPrep kit (Zymo Research), including an optional DNase-1 digestion treatment for 15 min. RNA integrity (RIN) was assessed using an Agilent Bioanalyzer (Santa Clara, CA, United States), and RNA samples with RIN values >8 were processed for library preparation and sequencing at the Oregon State University Center for Genome Research and Biocomputing. Total RNA was used as input for both mRNA and miRNA sequencing. For mRNA sequencing, mRNA was poly A selected, libraries were prepared with the PrepX mRNA and Illumina sequencing workflow (Wafergen Biosystems). For miRNA seq, the Illumina TruSeq Small RNA library kit was used to generate small RNA libraries from total RNA. 

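For mRNA, the authors deposited the number of reads counted on each Ensembl gene of GRCz10, without normalization, and for miRs the number of reads on each mature miR and precursor. The mRNA libraries held between 11208730 and 22287622 counts on genes, with a median of 15210086. In the control group the lowest, median and highest totals were 13335049, 16323782.5 and 19899410. They were 13288934, 14693275 and 16969176 for BDE-47, and 14128558, 15636157 and 17211498 for TDBPP. TBBPA had 11208730, 13894533.5 and 15305475 counts, and TBBPA-DBPE 15540166, 17615835.5 and 18269901. For TBPH these totals were 12511913, 15566891 and 18229400, for TCEP 14661250, 15624828 and 18077094, and for TCPP 12884440, 13394329 and 13560866. IPP had totals of 11959288, 15038884 and 22287622, TPP of 14303785, 15516613.5 and 19127902, and TiBP of 13824443, 16223398.5 and 17922519. The small RNA libraries were shallower, with 3926230 to 14711047 counts on mature miRs and a median of 10699313. Their lowest, median and highest totals were 5164601, 7676049.5 and 10047725 in the control group, 11706863, 12469970 and 14311824 for BDE-47, and 4929844, 5225090.5 and 10047882 for TDBPP. TBBPA had 5272751, 8016640.5 and 10624504, TBBPA-DBPE 3926230, 9694591.5 and 13607121, and TBPH 4190826, 10041708 and 11559720. The totals were 6582775, 10653251 and 11952649 for TCEP, 7282508, 11091910.5 and 13209803 for TCPP, and 11174322, 12449612 and 14102519 for IPP. TPP had 11263776, 11919380.5 and 12563043 counts on miRs, and TiBP 6124807, 11986888.5 and 14711047.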

For sequencing, an Illumina HiSeq 3000 sequencer (Illumina, San Diego) was used for mRNA and small RNA single-end sequencing at 100 base pairs; for miR sequencing, the insert sizes were upto 50 bp. Bioinformatics analysis of sequencing data was performed on an R platform. Briefly, reads were evaluated by FastQC v0.11.3 (Andrews, 2015) to detect major sequencing problems, and then trimmed for quality control with Skewer v0.2.2 (Jiang et al., 2014). RNA-seq alignment and quantification proceeded with Bowtie2 v2.2.3 (Langmead et al., 2009; Langmead and Salzberg, 2012) being used to build HISAT2 (Kim et al., 2015, 2019) genome index files from the Genome Reference Consortium Zebrafish Build 10 (GRCz10) genome. Gene counts were estimated using HTSeq v0.9.1 (Anders et al., 2015) with the GRCz10 Ensembl 91 GTF annotation. For miR identification and quantification, a combination of miRDeep2 v2.0.0.8, miRBase release 22 and Bowtie v1.2.1.1 were used. 

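From the deposited counts, each FRC was set against the control with edgeR's quasi-likelihood test in 1 fit of all 44 libraries, with TMM normalization and edgeR's filter on low counts, which left 21596 mRNAs and 328 miRs. Adjusted p-values are those of edgeR with Benjamini-Hochberg adjustment within each FRC. An mRNA was called at an absolute log2 fold change of at least 1.5 and an adjusted p of at most 0.05, and a miR at an adjusted p of at most 0.05 alone. A mature miR with several precursors has several entries whose reads overlap; the entry with the largest total was used. Values per library are CPM, with TMM factors, and standard errors (SE) are those of the log2 fold change. A fit of all groups shares the estimate of the spread, which lets a group of 4 replicates draw on the others; a fit of only the 4 control and 4 exposed replicates was 1 of the alternatives.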

Differential expression between experimental and control samples was determined with functions from the Bioconductor package, edgeR; mRNAs with a log_2_ fold change ≥1.5 and Benjamini-Hochberg (BH) adjusted *p* ≤ 0.05 were considered differentially expressed while an adjusted *p* ≤ 0.05 was applied to miRs without any fold change cutoffs. Heatmap clustering of differentially expressed genes were generated in R based on their log_2_ fold changes using the ggplot2 package. Expression data for statistically significant and cutoff-applied mRNA and miR are included within Supplementary Tables 1.2, 1.3. Detailed methods for mRNA and miR sequencing, including codes, are available within the following link: https://github.com/Tanguay-Lab/Manuscripts/tree/main/Dasgupta_et._al._(2021)_Front_Cell_Dev_Biol.

### Co-regulatory Analysis and Data Visualization for miR, Genes and Transcription Factors

For integrative analysis of TFs, miRs and mRNA targets, we first identified human orthologs for differentially expressed genes using The Bioinformatics Resource Manager (BRM) (Brown et al., 2019). Next, we imported human gene symbols, miRs and their directionality of fold changes (+1 for upregulation, −1 for downregulation) for each FRC into TFmiR^1^, a freely available web platform (Hamed et al., 2015). TFmiR uses an array of databases such as miRTarBase, TransmiR, ChipBase, TRANSFAC to generate mRNA-TFs, TF-miR, gene-miR and miR-miR interactions and co-regulations from input data and can categorize co-regulations as “experimental” (experimentally validated co-regulation through prior functional studies) or “predicted” (computationally predicted co-regulations) distinctly. We analyzed data using the following configuration within TFmiR: *p* threshold-0.05; related disease: no disease and evidence: both experimental and predicted. For gene-miR interactions, we only considered anti-correlated pairs (e.g., + 1 for gene and −1 for miR) for all downstream interpretations. For visualization and discussion of interactions in the manuscript, we only used “experimental” outputs; therefore, within the manuscript, “predicted to regulate” refers to co-regulations with evidence of experimental validation from previous studies based on TFmiR. Lists of interactions between mRNA, TFs and miRs based on the TFmiR outputs were imported into Cytoscape^2^ or GraphPad Prism 9 (San Diego, CA, United States) to generate networks and heatmaps of FRC-mRNA-miRs, FRC-mRNA-TFs or mRNA-TF-miRs for each FRC. It is to be noted that since all co-regulation analysis was done based on human orthologs, the discussion on these networks is presented with human gene symbols. All TFmiR outputs are included within Supplementary Table 2.

### Gene Ontology Analysis

To understand the biological consequences of chemical exposure, we performed GO term enrichment using GeneGo MetaCore version-19.3 build-69800 from Clarivate Analytics, as described in Garcia et al. (2018). For gene expression data, we imported BRM-generated human gene symbols and their fold changes into MetaCore and performed GO process analysis. For miR data, we sought to assess the biological processes impacted by target genes of miR. Therefore, for each FRC, we imported the TFmiR-generated target gene list (here using both experimentally validated and computationally predicted data) for gene-miR interactions and performed GO process analysis. GO terms with a false discovery rate (FDR) adjusted *p* ≤ 0.05 were considered significant and data was represented as heatmaps (GraphPad Prism 9, San Diego, CA, United States). All GO outputs are included within Supplementary Table 3.

## Results

### Changes in mRNA and miR Expression Across FRCs

Overall, there was a general proclivity toward increased gene expression compared to reduced gene expression (Figure 2B). 

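Over the 10 FRCs, 4664 increases and 1024 decreases were called, and 2326 mRNAs were called for at least 1 FRC. Increases outnumbered decreases for all 10 FRCs, from 73.3% of the calls for TDBPP to 99.2% for BDE-47. Among the called mRNAs, which the cutoff selects by size, the median absolute log2 fold change lay between 1.98 for TDBPP and 2.28 for TBPH. If the 4 exposed replicates did not differ from the 4 controls, 2.86% of mRNAs would lie entirely above or below the controls by chance; of all tested mRNAs 8.77% did so for TBPH and 9.29% for TCEP. Of the called mRNAs, which were selected for their difference, 51 of 52 did so for TBPH and 142 of 496 for TCEP. Apart from libraries left out, the largest relative move of these counts was in the fit of only the 4 control and 4 exposed replicates, in which the mRNAs called for TCEP dropped from 496 to 24.

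**Figure D1:**
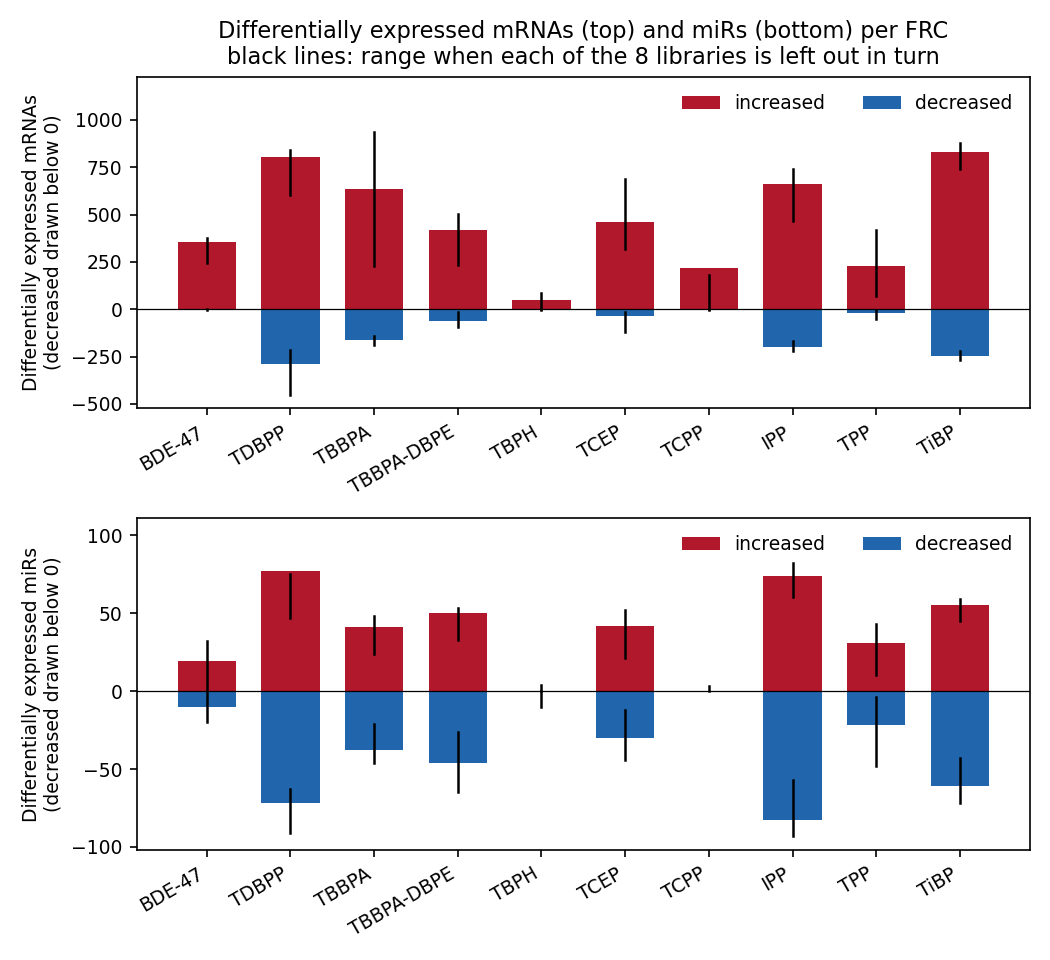
Number of mRNAs (upper panel) and miRs (lower panel) called for each FRC against the control by edgeR's quasi-likelihood test, n = 4 replicates per group; bars above 0 are increases and bars below 0 decreases, and black lines are the range with each of the 8 libraries left out in turn. For mRNAs the bars above 0 are longer for all 10 FRCs, while for miRs increases and decreases are of similar number.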

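TDBPP increased 802 and decreased 292 mRNAs, TBBPA 637 and 160, and TPP 228 and 21. At an unadjusted p under 0.05, 8506 of the tested mRNAs passed for TDBPP, 5879 for TBBPA and 4629 for TPP. The number of mRNAs called for TBBPA, 797, rested in part on 1 library and was 369 without TBBPA replicate 2, of which 306 were among the 797. For TPP single libraries moved the count as well. The number of mRNAs called for TPP, 249, became 78 without control replicate 1, 154 without control replicate 3, 79 without TPP replicate 2, 151 without TPP replicate 3 and 136 without TPP replicate 4, and rose to 471 without TPP replicate 1. Of the mRNAs called for TBBPA, 371 had all 4 exposed replicates above or below all controls, compared to 993 for TDBPP and 115 for TPP.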

Consistent with their phenotypic effects, TDBPP, TBBPA, IPP and TPP elicited the most extensive changes in mRNA expression. For example, IPP exposures resulted in 614 increased and 195 decreased mRNAs. 

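IPP increased 661 and decreased 197 mRNAs here, with 6444 mRNAs at an unadjusted p under 0.05. For 726 of these 858 mRNAs all 4 IPP replicates lay on 1 side of all 4 controls. DESeq2 called 692 increases and 214 decreases. Without the fold change cutoff, 3593 mRNAs passed the adjusted p for IPP.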

FRCs with minimal (BDE-47, TBBPA-DBPE, TiBP) or no (TCEP, TCPP) phenotypic effects also induced significant changes in mRNA expression. 

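TiBP increased 829 and decreased 245 mRNAs, and 1004 of these mRNAs had all 4 TiBP replicates above or below all controls. TBBPA-DBPE increased 421 and decreased 64 mRNAs, and TCEP increased 459 and decreased 37. DESeq2 called 851 increases and 276 decreases for TiBP, 465 and 83 for TBBPA-DBPE, and 481 and 43 for TCEP. The number of mRNAs called for TBBPA-DBPE, 485, fell to 276 without TBBPA-DBPE replicate 2 and to 286 without control replicate 1. For TCEP the count rose to 809 without TCEP replicate 2. The 35 splits of the 4 control and 4 exposed libraries included no other split with as many calls for TiBP or TBBPA-DBPE, but for TCEP 5 of 35 had as many (highest 718), so chance is not excluded there.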

Notably, BDE-47 and TCPP, which did not produce morphological phenotypes, elicited extensive increase, but limited decrease in expression levels of mRNAs. Conversely, for TBPH, an FRC with substantial phenotypic effects, transcriptomic changes were minimal. 

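BDE-47 increased 357 mRNAs and decreased 3, and TCPP increased 219 and decreased 4. By DESeq2 the counts were 402 and 7 for BDE-47 and 298 and 6 for TCPP. All 4 BDE-47 replicates lay outside the range of the controls for 356 of the called mRNAs, and all 4 TCPP replicates for 223, every mRNA called for TCPP. The number of mRNAs called for TCPP depended on single libraries: it fell to 2 without control replicate 1, 62 without control replicate 3, 76 without control replicate 4, 112 without TCPP replicate 1 and 120 without TCPP replicate 4. Few calls were confined to these FRCs: 9 increases and 2 decreases were called for BDE-47 and no other FRC, and 1 decrease for TCPP alone.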

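TBPH increased 51 mRNAs and decreased 1, CR381619.1 (ENSDARG00000108852), with 1751 mRNAs at an unadjusted p under 0.05. DESeq2 called 163 increases and 4 decreases. None of these mRNAs was called for TBPH alone. The adjusted p-values lay near the threshold, and the number of mRNAs called for TBPH was 0 without control replicate 1 or 3 or without TBPH replicate 1, 2 or 4, 2 without control replicate 2 and 1 without control replicate 4, while without TBPH replicate 3 it rose to 91. With 3 replicates in a group the test has less power as well, so a lost call is not evidence of no change.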

The extent of miR expression changes generally mirrored gene-level disruptions with the exception of BDE-47, TBPH and TCEP where we measured minimal or no miR expression changes (Figure 2C).

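miR calls were more balanced than mRNA calls, with 389 increases and 362 decreases over the 10 FRCs and 271 miRs called for at least 1 FRC. TDBPP increased 77 and decreased 72 miRs, IPP 74 and 83, TiBP 55 and 61, TBBPA-DBPE 50 and 46, TBBPA 41 and 38, and TPP 31 and 22. TCEP increased 42 and decreased 30 miRs, and BDE-47 19 and 10. edgeR called 0 miRs for TBPH, with 20 miRs at an unadjusted p under 0.05, and 0 for TCPP, with 14; DESeq2 also called 0, with 24 and 20. In the fit of only the 4 control and 4 exposed replicates no miR was called for BDE-47, the largest move under an alternative. The miRs called for BDE-47, 29, numbered 1 without control replicate 1, 2 without control replicate 4 or BDE-47 replicate 4, 10 without BDE-47 replicate 2, 8 without BDE-47 replicate 3 and 46 without control replicate 2. For TCEP the 72 became 35 without control replicate 1 and 41 without control replicate 4 or TCEP replicate 3. The miRs called for TPP, 53, became 14 without control replicate 1, 91 without control replicate 3, 23 without control replicate 4, 35 without TPP replicate 2 and 19 without TPP replicate 3. Those of TBBPA, 79, became 47 without control replicate 2, 50 without TBBPA replicate 1 and 46 without TBBPA replicate 4, those of TBBPA-DBPE, 96, became 59 without control replicate 1 and 61 without control replicate 4, and for TBPH and TCPP 3 miRs were called without control replicate 4 and for TBPH 14 without TBPH replicate 3. Across the 10 FRCs, the number of called miRs followed the number of called mRNAs (Pearson r = 0.887, permutation p = 0.00113; Spearman rho = 0.912, permutation p = 7e-04; both two-sided), and without TDBPP and TiBP, the FRCs farthest from the median, r was 0.87 (permutation p = 0.00513). The shared controls enter both counts. From the counts of both assays, the paper states that miR changes mirrored mRNA changes apart from 3 FRCs.

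**Figure D2:**
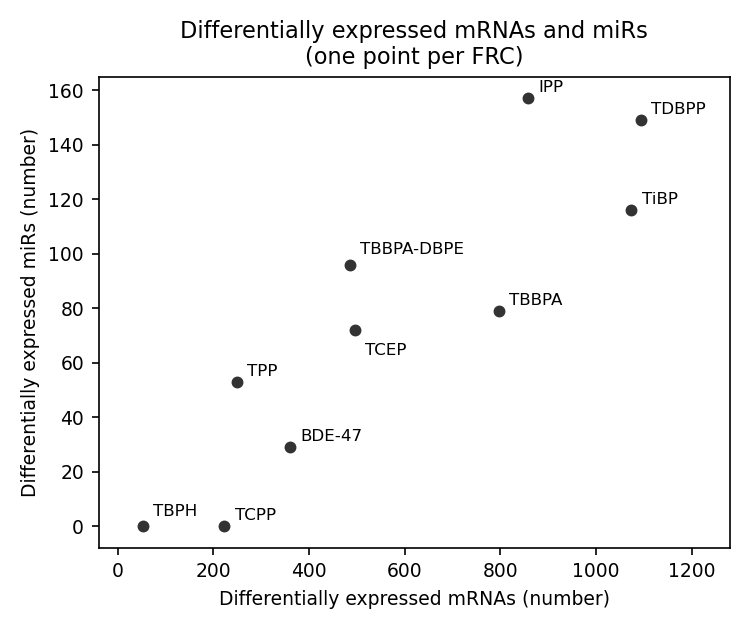
Number of miRs called (vertical axis) against number of mRNAs called (horizontal axis) for each of the 10 FRCs. Both counts are highest for TDBPP, IPP and TiBP, and no miR was called for TBPH and TCPP.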

### Gene Ontology Analysis

Figure 3A shows gene ontology (GO) assessments of differentially expressed genes. We also studied GO analysis of mRNA targets that were predicted (both experimentally and computationally) to be anti-correlated to differentially expressed miRs in our data (Figure 3B) since miRs can negatively regulate gene expression. Multicellular development and nervous system were the most commonly affected processes for both miRs and mRNAs across a majority of the FRCs, with TDBPP, IPP and TiBP eliciting the strongest responses. 

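The enrichment tool of the paper, Metacore, was not used here. Instead, 10 gene sets named for its themes were tested on all mRNAs with camera at a preset correlation of 0.01, adjusted over the 10 sets and 10 FRCs, and 40 of the set and FRC pairs passed an adjusted p of 0.05. For TDBPP 2 sets were higher and 6 lower than in the control, among them the neurogenesis transcription factors (37 genes, median log2 fold change -0.55, camera adjusted p = 4.85e-08) and the neurotransmitter receptors and synthesis set (55 genes, median -0.67, camera adjusted p = 7.37e-10). IPP had 2 sets higher and 3 lower, with the lens crystallins (39 genes) at a median of -1.06 (camera adjusted p = 2.15e-13) and phototransduction (34 genes) at -0.78 (camera adjusted p = 5.79e-07). TiBP also had 2 higher and 3 lower, with the lens crystallins at a median of -1.29 (camera adjusted p = 3.24e-15). With the correlation estimated from the data 8 of the 40 set calls held, and 18 held under fry. Those that held under both were phototransduction in TBBPA, IPP and TiBP, the neurotransmitter set in TBBPA, the interferon response in IPP, and the cytokine response in TDBPP, TBBPA and IPP. No called set changed the sign of its median under RLE or DESeq2 scaling. The lens crystallins in TDBPP had a median of -0.52 (camera adjusted p = 0.0127), which was not past the threshold without control replicate 4 (adjusted p 0.0813) or without TDBPP replicate 2.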

The only exception was TBBPA, where protein-targeting and translational processes were the major disrupted processes. 

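The ribosomal protein set (79 genes) had a median log2 fold change of 2.1 in TBBPA (camera adjusted p = 1.87e-16, but 0.577 with an estimated correlation and 0.084 under fry). The size of this change rested on 1 library. The mean log2 CPM of the set was 6.63 to 6.91 in the 4 controls and 6.99, 10.55, 7.23 and 6.76 in TBBPA replicates 1 to 4, and it lay between 6.13 and 7.61 in the other exposed libraries. Without TBBPA replicate 2 the median log2 fold change was 0.22 (camera adjusted p = 0.0149). In TBBPA-DBPE the set was lower, with a median of -0.53 (camera adjusted p = 0.000361), which did not hold under an estimated correlation or fry. From the genes called for TBBPA, the paper states that protein targeting and translation were the processes most affected by this FRC.

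**Figure D3:**
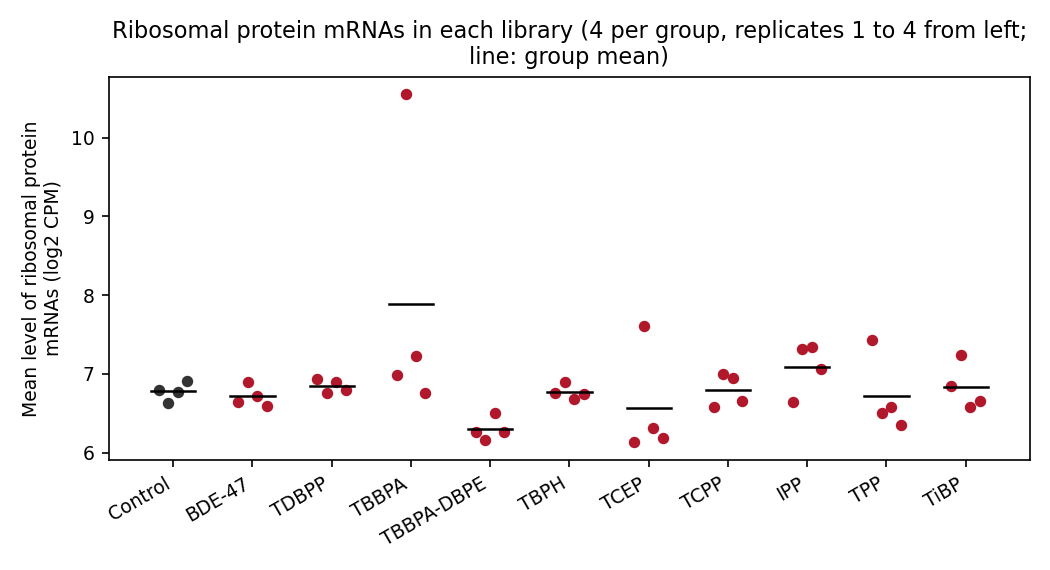
Mean log2 CPM of the 79 ribosomal protein mRNAs (vertical axis) in each of the 44 mRNA libraries, by group (horizontal axis); each point is 1 library. TBBPA replicate 2, at 10.55, lies above all other libraries, which lie between 6.13 and 7.61.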

Other affected processes included lipid response, metabolic processes, mesoderm formation and transcriptional regulation. TBPH and TCPP did not show any statistically significant gene enrichment process. 

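For TBPH 0 of the 10 gene sets were higher and 2 lower by camera with the preset correlation, phototransduction (median log2 fold change -0.3, camera adjusted p = 0.0114) and striated muscle (79 genes, median -0.18, camera adjusted p = 2.24e-05). For TCPP, 1 set was higher, calcium channels and synaptotagmins (66 genes, median 0.07, camera adjusted p = 0.0417), and 1 lower, striated muscle (median -0.21, camera adjusted p = 2.04e-06). None of these 4 set calls held with an estimated correlation or under fry, which called 0 sets for either FRC. The calcium set in TCPP was lost without control replicate 1 or 3 or TCPP replicate 1 or 4, with a camera adjusted p of up to 0.173 without the last.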

Figure 3C shows representative genes important for nervous system development. We showed that, for many FRCs (except TBBPA), genes that regulated neurotransmitter synthesis and neuronal development were repressed while genes that drive calcium homeostasis, important for neuronal function, were overexpressed. It is particularly noteworthy that expression of *dnmt3aa*, a neuronal methylation recruiter, was elevated by several FRCs.

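Of the 17 mRNAs shown in Figure 3C, 25 increases and 19 decreases were called among 170 mRNA and FRC pairs, and 30 and 19 when adjusted over the list alone; the study chose this list on these samples, so the second count is not independent evidence. The 2 calcium genes, cacna1eb (ENSDARG00000095614) and syt2a (ENSDARG00000025206), gave 15 of the increases, in 8 FRCs, and 19 when adjusted over the list alone. syt2a was increased for 8 FRCs, by 2.4 to 3.78 on the log2 scale, and cacna1eb for 7, by 2 to 2.54; neither was called for TBBPA, where the median log2 fold change of the pair was 1.19, or for TBPH. The call of syt2a was lost for TCPP without control replicate 1 (log2 fold changes between 3.17 and 3.4 with single libraries left out) and for TPP without control replicate 1, 3 or 4 or TPP replicate 2 or 4 (1.76 to 2.84). That of cacna1eb was lost for TCPP without any 1 of the 8 libraries (1.69 to 2.27), for TCEP without TCEP replicate 4 (1.62 to 2.28) and for IPP without IPP replicate 1 (1.65 to 2.24). Decreases of the 8 neurogenesis genes numbered 9, in TDBPP (6), TBBPA (1) and TiBP (2), and the same 9 passed when adjusted over the list alone. neurod1 (ENSDARG00000019566) decreased by 1.82 in TDBPP (SE 0.21, edgeR adjusted p = 2.46e-08), and neurod2 (ENSDARG00000016854) by 2.76 in TDBPP, 2.23 in TiBP and 1.71 in TBBPA; the last was not called without TBBPA replicate 4 (-2.17 to -1.48 with single libraries left out). The 5 neurotransmitter genes gave 10 decreases, in TDBPP (3), TBBPA (3), IPP (2) and TiBP (2), the same number adjusted over the list alone. The GABA receptor gene gabrr3a (ENSDARG00000027153) decreased in these 4 FRCs, by 3.34 in TiBP (SE 0.66, edgeR adjusted p = 0.000297). nrn1lb (ENSDARG00000061149) decreased by 3.03 in TDBPP, 2.74 in TBBPA and 3.18 in TiBP, and with 2 counts over the 4 IPP libraries and 81 over the controls it was 40.7-fold lower in IPP (95% counting interval 10.9 to 342). Over all members of the calcium channels and synaptotagmins set, the median was 0.25 in TBBPA-DBPE (camera adjusted p = 0.00835), 0.22 in TCEP (0.00835), 0.16 in TPP (0.0229), 0.12 in BDE-47 (0.00142), -0.23 in TDBPP (0.0478) and -0.34 in TBBPA (1.03e-05). None of these calcium set calls held with an estimated correlation, and under fry only that of TBBPA did (adjusted p = 0.0207). With single libraries left out the set was lost in TDBPP (up to 0.108, without control replicate 2), TPP (up to 0.126, without TPP replicate 2) and TCEP (up to 0.0674, without TCEP replicate 3).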

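dnmt3aa (ENSDARG00000005394) had 3.69 ± 0.71 CPM (SD, n = 4) in the control and 21.8 ± 10.2 CPM (SD, n = 4) in TBBPA-DBPE, a log2 fold change of 2.56 (SE 0.52, edgeR adjusted p = 0.00184). It was called as increased for 8 FRCs, from 1.9 for IPP to 2.65 for TCEP (SE 0.52, edgeR adjusted p = 0.00114), and not for TBBPA (1.23, adjusted p = 0.12) or TBPH (1.87, adjusted p = 0.107). In TBBPA-DBPE, BDE-47, TDBPP, TCPP and TiBP all 4 exposed replicates lay above all controls. The call was lost for TCPP without any 1 of its 8 libraries (log2 fold change 1.88 to 2.07), for IPP without IPP replicate 1 (1.45) and for TPP without control replicate 1 or 3 or TPP replicate 2, 3 or 4 (1.64 to 2.24).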

**FIGURE 3:**
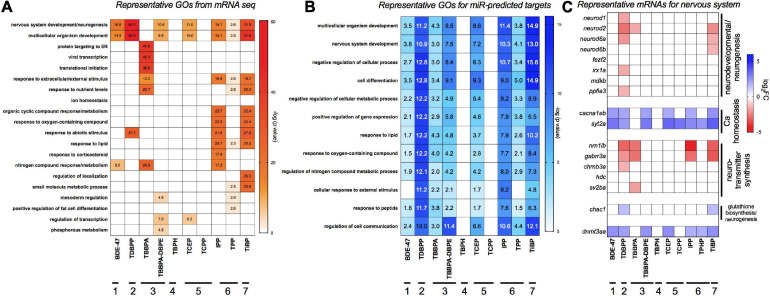
Major gene ontology (GO) processes across FRCs based on **(A)** differentially expressed mRNAs and **(B)** target mRNAs of differentially expressed miRs. GO was analyzed using human orthologs within Metacore. For panel **(B)**, differentially expressed miRs were imported into TFmiR and both experimentally validated, and computationally predicted gene targets were imported into Metacore for GO analysis. Data is represented as -log (FDR *p* value) for each term; a value of ∼1.3 represents FDR *p* threshold of 0.05. Numbers within cells represent the significant -log (FDR *p* value). **(C)** Expression of representative mRNAs known to regulate nervous system development and neurotransmitter activity. Horizontal lines with numbers (1–7) represent FRC class based on Figure 1.

### Clustering and Expression of Top Differentially Expressed Genes or miRs Across FRCs

We next evaluated if FRCs belonging to the same class (e.g., aryl phosphates, chlorinated phosphates, phthalates) clustered together based on expression data, and identified specific mRNAs and miRs with the strongest expression changes. We chose the five most increased and five most decreased transcripts for each FRC and plotted their expression across all FRCs. This identified 59 mRNAs and 41 miRs after accounting for unique targets and FRCs with <5 increased or decreased transcripts. 

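The same rule, up to 5 called increases and 5 called decreases per FRC, gave 61 mRNAs and 41 miRs here. Among the mRNAs whose 4 exposed replicates all lay above all controls, the largest increase was often of an mRNA with no count in any control replicate, for which only a lower bound can be given, against a floor of 3 counts over the control group. CABZ01080518.1 (ENSDARG00000100783) was at least 40.1-fold higher in TDBPP (edgeR adjusted p = 0.000149) and at least 14.3-fold higher in TCEP (edgeR adjusted p = 0.0123, not called without TCEP replicate 3). si:dkey-1k23.3 (ENSDARG00000105422) was at least 47.5-fold higher in TBBPA and at least 14.3-fold higher in TPP, where it was not called without control replicate 1 or TPP replicate 4. CABZ01028775.1 (ENSDARG00000106600) was at least 14.8-fold higher in BDE-47 (edgeR adjusted p = 0.0455, lost without any 1 of the 8 libraries), CABZ01111604.1 (ENSDARG00000108256) at least 11-fold in TBBPA-DBPE (lost without TBBPA-DBPE replicate 2), BX511034.2 (ENSDARG00000071636) at least 24.9-fold in IPP (edgeR adjusted p = 5.24e-05) and pimr55 (ENSDARG00000057769) at least 29.2-fold in TiBP. Of the largest decreases, fabp10a (ENSDARG00000038439) fell by 4.37 on the log2 scale in TDBPP (SE 0.72, edgeR adjusted p = 1.45e-05), loxhd1b (ENSDARG00000074638) by 3.91 in TBBPA-DBPE and si:ch211-38m6.7 (ENSDARG00000063129) by 2.19 in TCEP (SE 0.43, edgeR adjusted p = 0.00114). With no count in the exposed replicates, CABZ01019905.2 (ENSDARG00000104193) was at least 36-fold lower in TiBP, si:dkey-22f5.9 (ENSDARG00000092044) at least 15.3-fold lower in TBBPA, CU137648.2 (ENSDARG00000108465) at least 8.38-fold lower in IPP and si:ch211-93g21.1 (ENSDARG00000093602) at least 7.03-fold lower in TPP. The last was lost without control replicate 1 or 4 or TPP replicate 2, 3 or 4 (adjusted p = 0.0358 with all). cart2 (ENSDARG00000045832) fell by 2.51 in BDE-47 (edgeR adjusted p = 0.0362) and ttc29 (ENSDARG00000058885) by 2.72 in TCPP (edgeR adjusted p = 0.0457). The first was lost without control replicate 1, 3 or 4 or BDE-47 replicate 1, 2 or 4 (log2 fold changes from -2.96 to -2.11) and the second without any 1 of the 8 libraries (-3.25 to -2.32). Bounds and intervals cover counting error only.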

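With these mRNAs and miRs, uncalled values set to 0, Euclidean distance and complete linkage, 0 of the 3 pairs of FRCs of 1 class (TBBPA with TBBPA-DBPE, TCEP with TCPP, IPP with TPP) joined each other first, for mRNAs or for miRs. The count stayed at 0 of 3 with average and Ward linkage, with 1 minus Pearson correlation as the distance, with uncalled values kept, with all called items and with each TBBPA replicate left out; no test is behind it. Among the 45 distances between FRCs, ranked from the closest, TBBPA and TBBPA-DBPE were 39th by mRNA and 34th by miR, TCEP and TCPP 16th and 17th, and IPP and TPP 21st and 30th. The mRNA distances were 26.5, 19 and 21.7 for these pairs, with a median of 22.4 over all pairs.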

None of the specific classes of FRCs clustered together for either mRNA (Figure 4A and Supplementary Figure 1A) or miRs (Figure 4B and Supplementary Figure 1B). Based on expression of the most altered mRNAs, IPP, TDBPP and TBBPA (all with morphological phenotypes), were close neighbors, although IPP also clustered with TiBP–an FRC with no observed morphological defects (Figure 4A). 

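By the distance between their top mRNAs, IPP and TiBP joined first, TBBPA was nearest to IPP, and TDBPP was nearest to TiBP. With uncalled values kept or all called mRNAs TDBPP was nearest to IPP, and with all called mRNAs TBBPA was nearest to TBPH. These distances carry no replicate error of their own. Set against the mean of the other 9 FRCs, a comparison without the control libraries, TBBPA differed in 771 mRNAs, TDBPP in 281, IPP in 225 and TiBP in 219, the 4 FRCs with the most. Only the number of TBBPA exceeded those of all 40 drawn regroupings of the exposed libraries (highest 496), and without TBBPA replicate 2 it lay below this. The regroupings mix libraries of different FRCs, TBBPA replicate 2 among them, so chance is neither excluded nor shown for TDBPP, IPP and TiBP. Of the mRNAs that differed from the other 9 FRCs, 472 for TBBPA, 225 for TDBPP, 206 for IPP and 199 for TiBP were also called against the control in the same direction. The mRNAs called for TBBPA against the other 9 FRCs numbered 367 without TBBPA replicate 2, and those called for TDBPP against the other 9 FRCs 462 without TDBPP replicate 4. Without the filter on low counts, the alternative that moved them most, the count for TDBPP was 748.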

BDE-47, a penta-BDE that has been phased out due to toxicity, clustered closely with newer generation aryl and chlorinated phosphates such as TPP and TCEP. 

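Here TCEP had BDE-47 as its nearest FRC by mRNA, BDE-47 joined TCPP first, and TPP was nearest to TCPP. The nearest of TCEP was TBBPA-DBPE without TBBPA replicate 1 or 2, TBPH with uncalled values kept and TiBP with 1 minus the Pearson correlation. That of TPP was TBPH without TBBPA replicate 3 and IPP with 1 minus the Pearson correlation. BDE-47 and TCPP did not join first without TBBPA replicate 3 or with all called mRNAs. The log2 fold changes of BDE-47 correlated across mRNAs with those of TCEP at r = 0.794, of TCPP at 0.812 and of TPP at 0.752. mRNAs are not independent replicates, and groups set against the same controls correlate without any effect, at a median of 0.497 over 20 simulations of unchanged groups. These simulations draw each mRNA independently and do not cover differences between libraries shared by many mRNAs. Over the 45 pairs of FRCs the observed median was 0.691, with a range of 0.264 to 0.828. Directly compared, BDE-47 and TCEP differed in 4 mRNAs, BDE-47 and TCPP in 1 and BDE-47 and TPP in 13. The mRNAs called between BDE-47 and TCEP numbered 0 without BDE-47 replicate 1 or 2, 1 without BDE-47 replicate 3 or 4 or TCEP replicate 3 or 4, and 9 without TCEP replicate 2; with all libraries DESeq2 called 5. Those called between BDE-47 and TPP numbered 8 without BDE-47 replicate 3, and those between BDE-47 and TCPP 2 without BDE-47 replicate 2.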

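Increases were called in at least 9 FRCs for 64 mRNAs, 24 of them in all 10 FRCs. In 20 simulations of unchanged groups that share 1 control group the highest number was 0. Each mRNA was drawn independently there, so the simulations do not cover differences between libraries that move many mRNAs together. ago2 (ENSDARG00000061268) and osbpl2a (ENSDARG00000053804) were called for all 10 FRCs, ago2 by 1.9 (TBBPA, SE 0.44, edgeR adjusted p = 0.00305) to 2.95 (TiBP, SE 0.43, edgeR adjusted p = 3.9e-06) on the log2 scale, and osbpl2a by 1.75 (TBBPA, SE 0.5, edgeR adjusted p = 0.0161) to 3.18 (TiBP, SE 0.48, edgeR adjusted p = 5.68e-06). osbpl2a rose from 1.05 ± 0.0841 CPM (SD, n = 4) in the control to 9.62 ± 3.52 CPM (SD, n = 4) in TiBP and 3.74 ± 2.42 CPM (SD, n = 4) in TBBPA. nr6a1a (ENSDARG00000101508) and rims3 (ENSDARG00000062305) were called for 9 FRCs, all but TBPH (adjusted p = 0.0775 and 0.0601). rims3 had no count in any control replicate and was higher by at least 4.79-fold (TBBPA, the lowest) against a floor of 3 counts over the control group. nr6a1a had 3 counts over the controls, all in replicate 3, and its ratio was 13.5 in TBBPA (95% counting interval 4.21 to 69), the lowest, and 65.3 in TDBPP (22 to 319), the highest. The numbers rested on the control libraries: mRNAs increased for at least 9 FRCs numbered 0 without control replicate 1, 42 without replicate 2, 20 without replicate 3 and 19 without replicate 4, while the median log2 fold change of the 64 mRNAs over the FRCs, 2.61 with all libraries, stayed between 2.51 and 2.75. The largest mean log2 fold changes among mRNAs called for all 10 FRCs were 4.46 for si:dkey-250d21.1, 4.15 for the gene without a symbol ENSDARG00000106989, 4.02 for vdrb, 3.74 for dusp10 (ENSDARG00000052465) and 3.59 for CABZ01075131.1 (ENSDARG00000079741). Single libraries changed calls of the named mRNAs in 5 FRCs, with log2 fold changes from single libraries left out in parentheses. In TBBPA ago2 was lost without TBBPA replicate 1 (1.43), osbpl2a without TBBPA replicate 1 or 2 (1.4 to 2.04), nr6a1a without control replicate 1, 2 or 4 or TBBPA replicate 1, and rims3 without any 1 control or TBBPA replicate 1 or 2. In TCPP, ago2 and osbpl2a were lost without control replicate 1 (2.13 to 2.27 and 2.63 to 2.74), nr6a1a without control replicate 1, 2 or 4 or TCPP replicate 4, and rims3 without control replicate 1, 3 or 4. In TPP, nr6a1a was lost without control replicate 1 and rims3 without control replicate 1 or 3 or TPP replicate 2 or 4, and in TBBPA-DBPE rims3 was lost without control replicate 1. In TBPH ago2 (2.02 to 2.39) was lost without any 1 of the controls or TBPH replicate 1, 2 or 4. Apart from libraries left out, the number of mRNAs increased for at least 9 FRCs moved most in the fit of only the 8 libraries compared, to 16, and under DESeq2 it was 130.

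**Figure D4:**
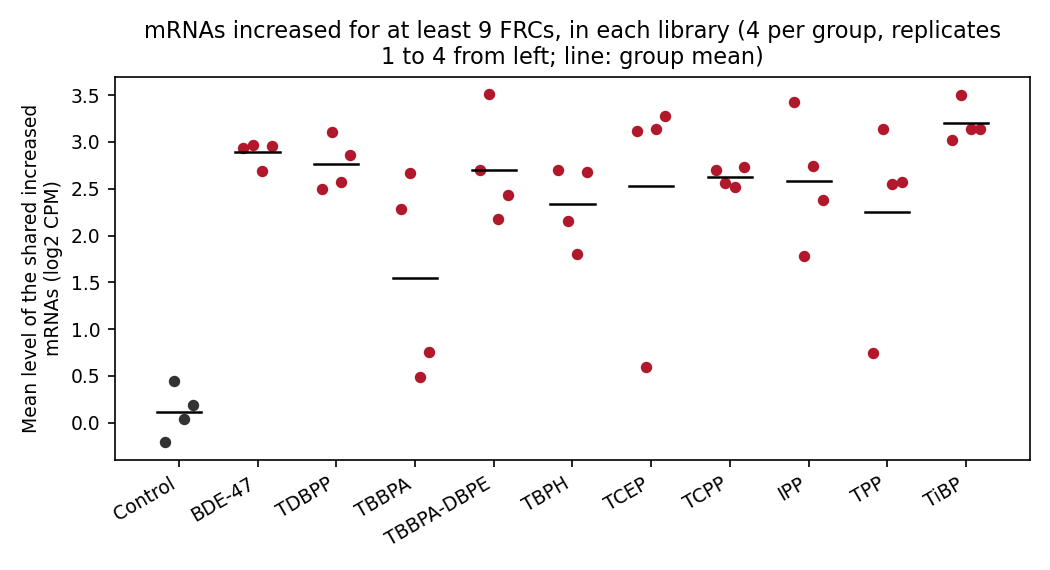
Mean of the log2 CPM of the 64 mRNAs increased for at least 9 FRCs (vertical axis) in each mRNA library, by group (horizontal axis); each point is 1 library. The 4 controls lie between -0.21 and 0.44 and the exposed libraries between 0.49 and 3.51, and the 64 mRNAs were chosen for this difference.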

Based on individual transcripts, at least 9 of the 10 FRCs shared increased transcripts such as *nr6a1a* (a transcription factor), *rims3* (regulates synaptic transmission), *ago2* (binds miRs) and *osbpl2a* (regulates lipid transport). 

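No decrease was called in 8 or more FRCs, and 1 mRNA reached 7. rho (ENSDARG00000002193) had 2.42 ± 1.75 CPM (SD, n = 4) in the control and 0.118 ± 0.159 CPM (SD, n = 4) in TBBPA, and matn1 (ENSDARG00000030215) 9.47 ± 3.28 CPM (SD, n = 4) in the control and 0.497 ± 0.265 CPM (SD, n = 4) in IPP. Both were called as decreased for the same 5 FRCs. rho fell by 4.74 on the log2 scale in TBBPA (SE 0.78, edgeR adjusted p = 6.34e-05), by 3.54 in IPP, 3.4 in TiBP, 3.17 in TDBPP and 1.85 in TBBPA-DBPE (SE 0.55, edgeR adjusted p = 0.0221). In TPP rho changed by -1.77 (edgeR adjusted p = 0.0512), which was past the threshold without control replicate 3 or TPP replicate 1, and the TBBPA-DBPE call was lost without control replicate 1 or TBBPA-DBPE replicate 1, 2 or 4 (log2 fold change between -2.11 and -1.23). matn1 fell by 4.21 in IPP (SE 0.38, edgeR adjusted p = 1.36e-10), by 3.38 in TBBPA, 3.37 in TiBP, 2.63 in TDBPP and 1.84 in TBBPA-DBPE, and no call was lost with any library left out. si:dkey-250d21.1 (ENSDARG00000042492) was called as increased for all 10 FRCs, by 2.95 in TBBPA (SE 0.85, edgeR adjusted p = 0.0167) to 5.24 in TDBPP (SE 0.84, edgeR adjusted p = 8.3e-06), and 38 of the 40 exposed libraries lay above all controls. Its call was lost in TBBPA without control replicate 3 or TBBPA replicate 2 (2 to 3.38), in TCPP without control replicate 1 (4.3 to 4.8) and in TBPH without any 1 control or TBPH replicate 1, 2 or 4 (4.19 to 4.72).

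**Figure D5:**
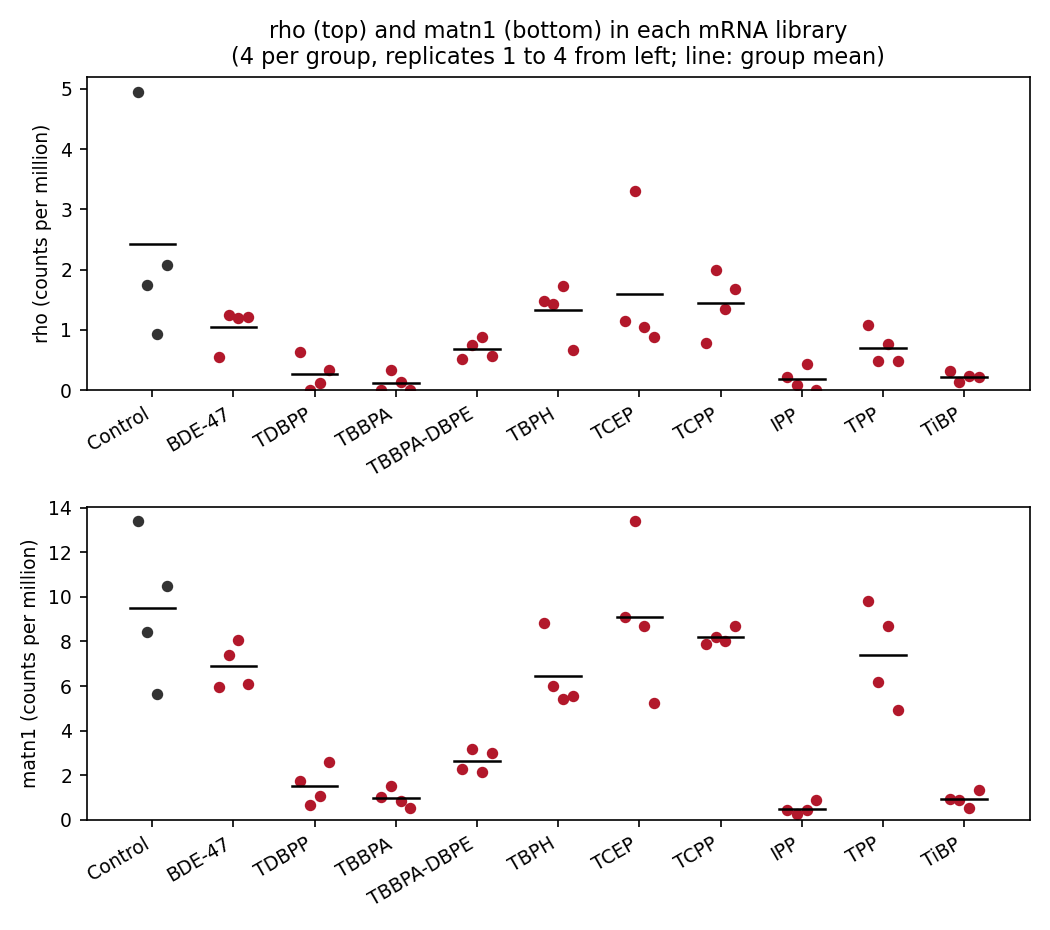
CPM of rho (upper panel) and matn1 (lower panel) on the vertical axis in each mRNA library, by group (horizontal axis); each point is 1 library and the line is the mean of 4 libraries. All matn1 values of TDBPP, TBBPA, TBBPA-DBPE, IPP and TiBP lie below all 4 controls.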

Common reduced transcripts were scarcer, with *rho* (regulates photoreceptor activity) and *matn1* (regulates cartilage development) being differentially expressed for 6–7 FRCs. mRNA levels of several unannotated transcripts such as *si:dkey-250d21.1* were differentially altered by multiple FRCs, highlighting the need to identify the functions of these genes. Based on miR data (Figure 4B), three FRCs that produced substantial changes in miR expression but minimal or no phenotypes-TBBPA-DBPE, TCEP and TiBP-clustered together. 

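By the distance between their top miRs, TBBPA-DBPE and TCEP joined first, and TiBP was nearest to TBBPA-DBPE, as was IPP; with 1 minus the Pearson correlation TiBP was nearest to IPP, and with uncalled values kept or all called miRs IPP was nearest to TiBP. The other first joins were TBPH with TCPP, for which no miR was called, and BDE-47 with TPP. The join of BDE-47 with TPP was not found with all called miRs or without any 1 of the TBBPA replicates, where BDE-47 was nearest to TBPH, while that of TBBPA-DBPE with TCEP was found in all settings tried. In TBBPA-DBPE the miR with the largest increase whose 4 replicates all lay above all controls was miR-142b-5p, and the largest such decrease was of miR-15c, by 1.01 on the log2 scale (SE 0.3, edgeR adjusted p = 0.00962). In TCEP they were miR-219-5p, at 2.26 (SE 0.53, edgeR adjusted p = 0.00211), and miR-92a-3p, and in TiBP miR-146a, at 2.13 (SE 0.36, edgeR adjusted p = 2.44e-05), and miR-726, which fell by 1.2 (SE 0.37, edgeR adjusted p = 0.00947). These calls held with each library left out in turn.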

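Decreases in at least 7 FRCs were called for 7 miRs, miR-10d-3p, miR-125a, miR-125b-5p, miR-125c-5p, miR-196c, miR-196d and miR-92a-3p, and increases in at least 7 FRCs for 10 miRs, of which 1, miR-146a, was increased for 8. In the simulations of unchanged groups, which draw each miR independently, the highest numbers were 0 and 0. Without control replicate 1 the numbers were 0 and 1, without control replicate 2 they were 11 and 20, without control replicate 4 they were 0 and 3, and without control replicate 3 the miRs decreased for at least 7 FRCs numbered 19. In the fit of only the 4 control and 4 exposed replicates they were 0 and 2. miR-142b-5p rose from 1.16 ± 0.724 CPM (SD, n = 4) in the control to 8.73 ± 6.7 CPM (SD, n = 4) in IPP, a log2 fold change of 2.87 (SE 0.59, edgeR adjusted p = 0.000197), and was also called for TBBPA-DBPE at 2.23, TiBP at 2 and TCEP at 1.97 (SE 0.61 each). The TiBP call was lost without control replicate 4 (1.67 to 2.43) and the TCEP call without control replicate 1 or 4 or TCEP replicate 3 (1.63 to 2.4). miR-727-5p decreased by 1 in IPP (SE 0.27, edgeR adjusted p = 0.00245) and by 0.81 in TDBPP (SE 0.28, edgeR adjusted p = 0.017, lost without control replicate 2, range -1 to -0.7), and no increase of it was called. miR-737-5p was increased for 7 FRCs, by 0.98 (TDBPP) to 1.8 (TBBPA-DBPE), and its calls for TDBPP (0.71 to 1.39) and BDE-47 (0.99 to 1.67) were lost without control replicate 1 or 4 or replicate 2 or 4 of either FRC. miR-137-5p fell from 23.3 ± 10.7 CPM (SD, n = 4) to 7.98 ± 1.84 CPM (SD, n = 4) in TDBPP, by 1.51 on the log2 scale (SE 0.25, edgeR adjusted p = 3.13e-06), and was also decreased in IPP by 1.33, TiBP by 0.97, TBBPA-DBPE by 0.9 and TCEP by 0.66. The TBBPA-DBPE call was lost without control replicate 1 (-1.08 to -0.61) and the TCEP call without control replicate 1 or 4 or TCEP replicate 1, 3 or 4 (-0.85 to -0.38). miR-125c-5p was decreased for 7 FRCs, by 1.18 in TDBPP (SE 0.19, edgeR adjusted p = 1.87e-06) and by at least 0.59 in the others. Its sequence is close to that of miR-125b-5p, whose values were almost the same, so reads may have been counted for both and these are not independent measurements.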

The expression of a number of common miRs were significantly decreased across multiple FRCs (Figure 4B); top increased miRs included mir-142b-5p, mir-727-5p and decreased miRs included mir-125c-5p and mir-137-5p; their roles in gene expression are discussed in subsequent sections.

**FIGURE 4:**
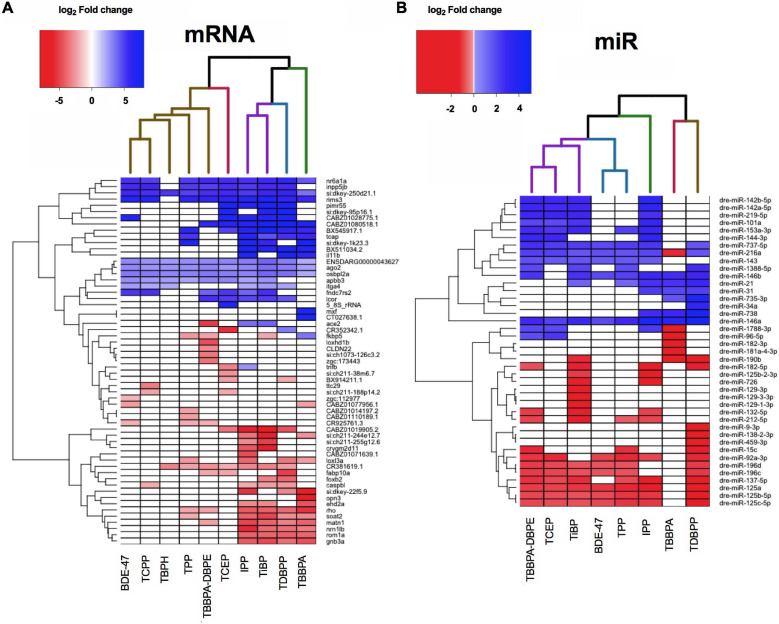
Heatmap representing log_2_ fold changes of **(A)** top mRNAs and **(B)** top miRs across FRCs. Up to 5 genes with highest increase and decrease in mRNA or miR expression levels were selected and their fold changes were plotted for all FRCs. Each column dendrogram color represents a cluster.

### mRNA–miR Interactions

To explore the network of miRNAs with their anti-correlated target mRNAs across different FRCs, we constructed an FRC–mRNA–miR network, based on experimental predictions (Figure 5A). 

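miR-92a-3p was abundant, with 26800 ± 7110 CPM (SD, n = 4) in the control and 13900 ± 1330 CPM (SD, n = 4) in TCEP, a decrease by 0.95 on the log2 scale (SE 0.16, edgeR adjusted p = 0.000115). It was called as decreased for 7 FRCs, by 0.94 in TPP, 0.92 in TDBPP, 0.86 in TBBPA-DBPE, 0.75 in IPP, 0.64 in BDE-47 and 0.43 in TiBP, each with an SE of 0.16, and changed by 0.26 in TBBPA. The BDE-47 call (edgeR adjusted p = 0.022) was lost without control replicate 1 or 4 or BDE-47 replicate 2 or 4 (-0.76 to -0.49), and the TiBP call (edgeR adjusted p = 0.0307) without control replicate 1 or 4 or TiBP replicate 1 or 3 (-0.56 to -0.29). miR-125a was decreased for the same 7 FRCs, by up to 1.65 in TDBPP (SE 0.25, edgeR adjusted p = 1.28e-06). The miR-125a calls for TBBPA-DBPE (-1 to -0.52), TPP (-1.14 to -0.68) and TiBP (-1.15 to -0.56) were lost without control replicate 1, and those for BDE-47 (-0.95 to -0.5) and TCEP (-0.88 to -0.42) without control replicate 1 or 4 or any 1 of the exposed replicates. The interactions of the paper's network come from TFmiR, a database tool that was not run here.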

Several miRs that were differentially expressed across multiple FRCs, such as mir-92a-3p and mir-125-5p (larger nodes), were also predicted to regulate a large network of differential mRNAs. These target mRNAs encompassed a plethora of major biological functions, the most frequent ones being transcription, apoptosis and nervous system development (Figure 5B). 

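miR-125b-5p had 1990 ± 794 CPM (SD, n = 4) in the control and 887 ± 214 CPM (SD, n = 4) in TDBPP, a decrease by 1.17 on the log2 scale (SE 0.18, edgeR adjusted p = 2.2e-06). Its decrease was also called for IPP, by 0.9, TPP, by 0.82, TBBPA-DBPE, by 0.68, TiBP, by 0.6, and BDE-47 and TCEP, by 0.59 each; in TBBPA it changed by -0.33 (edgeR adjusted p = 0.18, past the threshold without control replicate 3). The calls for TPP (-0.99 to -0.53), TBBPA-DBPE (-0.86 to -0.4) and TiBP (-0.79 to -0.31) were lost without control replicate 1, that for TCEP (-0.77 to -0.31) without control replicate 1 or TCEP replicate 3, and that for BDE-47 (edgeR adjusted p = 0.0478) without control replicate 1 or 4 or any 1 BDE-47 replicate. The vitamin D receptor mRNA vdrb (ENSDARG00000070721) was called as increased for all 10 FRCs, including TBBPA, TBPH and TCPP. It rose from 0.375 ± 0.257 CPM (SD, n = 4) in the control to 9.93 ± 6.69 CPM (SD, n = 4) in IPP, a log2 fold change of 4.71 (SE 0.66, edgeR adjusted p = 1.83e-06). hipk3b (ENSDARG00000062082) was increased for 7 FRCs, the same as those with a called decrease of miR-92a-3p, by 1.55 in TBBPA-DBPE to 2.2 in TiBP (SE 0.41, edgeR adjusted p = 0.000127), and not for TBBPA (0.83, adjusted p = 0.183). Without control replicate 1 hipk3b was lost in BDE-47 (1.52 to 1.97), TBBPA-DBPE (1.35 to 1.8), TCEP (1.46 to 1.96), IPP (1.45 to 1.94) and TPP (1.41 to 1.97), and also without TBBPA-DBPE replicate 1, IPP replicate 1 or TPP replicate 2 or 4. Within groups, where the shared controls play no part, the levels of the paired RNA samples showed no relation: over the 44 samples Pearson r was -0.0202 for miR-125b-5p and vdrb (permutation p = 0.894; Spearman rho = 0.041, permutation p = 0.798) and 5.5e-05 for miR-92a-3p and hipk3b (permutation p = 1; rho = 0.00578, permutation p = 0.97). Of 6 such relations, miR-92a-3p with osbpl2a (r = 0.0944, permutation p = 0.432), miR-182-5p with rargb (r = -0.109, permutation p = 0.318), miR-15a-5p with wnt3a (r = 0.043, permutation p = 0.753) and miR-146a with il1b (r = 0.328, permutation p = 0.175) among them, none passed after adjustment (lowest adjusted p = 0.864). Groups of 4 leave little range within a group. In Figure 5B, 24 mRNAs gave 103 called increases and 0 decreases by edgeR among 240 mRNA and FRC pairs, and 113 increases when adjusted over the list alone, a list the study chose on these samples. From the pairs that changed in opposite directions for most FRCs, the paper proposes that these interactions drive a mechanism common to FRCs.

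**Figure D6:**
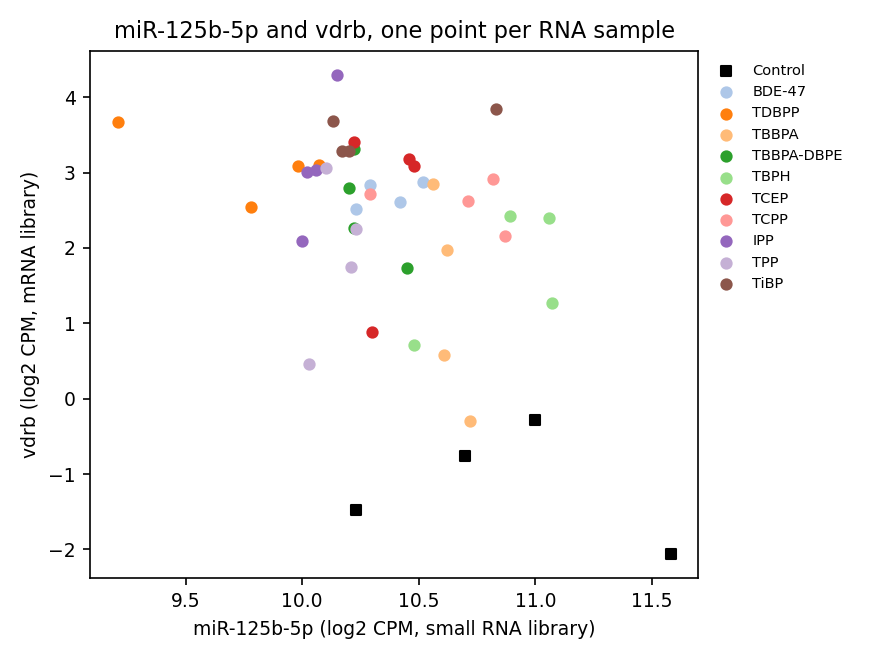
log2 CPM of vdrb (vertical axis) against log2 CPM of miR-125b-5p (horizontal axis) in the 44 RNA samples, colored by group; each point is 1 RNA sample. The controls lie at low vdrb and within groups no relation is seen (Pearson r = -0.0202).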

Levels of several miR-mRNA combinations, such as mir-125b-5p/vitamin D regulator (*VDR*) and mir-92a-3p/*HIPK3* were altered across all FRCs showing miR disruption (except TBBPA), suggesting that these interactions may drive a common mechanistic landscape for FRCs.

**FIGURE 5:**
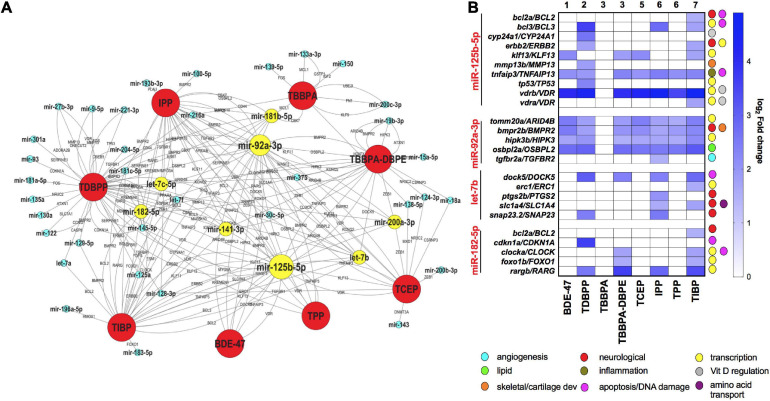
mRNA-miR interactions across FRCs based on experimentally validated predictions. **(A)** FRC-mRNA-miR co-regulatory network based on TFmiR gene-miR interactions. Only mRNA-miR pairs with reverse expression directions were considered for the network. 

 FRCs, 

 miRs, 

 miRs that were differentially expressed across 4 or more FRCs, with larger nodes denoting higher number of FRCs. mRNAs are represented within the connected lines. **(B)** Selected miRs that were decreased across multiple FRCs, with fold changes and major functions (based on GO analysis) of their anti-correlated mRNA targets in specific FRCs. Numbers represent FRC classes based on Figure 1. TBPH and TCPP not represented since there were no miR disruptions.

### Comparison of TBBPA-DBPE and TCEP for Neurodevelopmental Toxicity Biomarkers

To better understand the molecular basis for neurobehavioral effects, we compared mRNA-miR networks between TBBPA-DBPE (no morphological defects but LPR abnormalities at 120 hpf) and TCEP (no phenotype). Gene ontology analysis of transcripts that were differentially altered uniquely by TBBPA-DBPE showed muscle development as the major process disrupted (Figures 6A,B). 

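Of the 485 mRNAs called for TBBPA-DBPE, 354 were also called for TCEP, 73% of those of TBBPA-DBPE and 71.4% of those of TCEP. Called for TBBPA-DBPE and not TCEP were 79 increases and 52 decreases, and the reverse held for 117 and 25. A direct comparison of TBBPA-DBPE and TCEP called 6 mRNAs, and 2 other splits of the same 8 libraries gave as many, the highest 13, so chance is not excluded for this number. The log2 fold changes of both correlated at r = 0.828 across mRNAs, the highest of the 45 pairs. The mRNAs called for both TBBPA-DBPE and TCEP numbered 219 without control replicate 1 and 214 without TBBPA-DBPE replicate 2. Called for TBBPA-DBPE and none of the other 9 FRCs were 16 increases and 27 decreases. Of all 485 mRNAs called for TBBPA-DBPE 0 belong to the striated muscle set of 79 genes, and so 0 of those not called for TCEP. The striated muscle set is not the gene list of the paper's muscle development process, so the 0 does not test that process. As a whole this set was lower in TBBPA-DBPE (median log2 fold change -0.33, camera adjusted p = 1.41e-05) and in TCEP (-0.23, camera adjusted p = 0.013), neither with an estimated correlation or under fry, and in TCEP not without TCEP replicate 4 (0.08). At an adjusted p of 0.01 in place of 0.05, the alternative that moved the shared number most, 210 mRNAs were called for both. From the enrichment of the mRNAs changed by TBBPA-DBPE and not TCEP, the paper states that muscle development was the main process affected.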

Several miR-mRNA pairs were significantly altered exclusively in TBBPA-DBPE, including mir-15a-5p/WNT3A, a Wnt signaling gene known as a crucial regulator of neurodevelopment.

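miR-15a-5p rose from 23.5 ± 1.35 CPM (SD, n = 4) in the control to 31.9 ± 5.88 CPM (SD, n = 4) in TBBPA-DBPE, by 0.44 on the log2 scale (SE 0.15, edgeR adjusted p = 0.0255), and to 38 ± 3.07 CPM (SD, n = 4) in TCEP, by 0.69 (SE 0.15, edgeR adjusted p = 0.00167). It was also called for TPP, by 0.51 (edgeR adjusted p = 0.0192), and BDE-47, by 0.47 (edgeR adjusted p = 0.0478). The TBBPA-DBPE call was lost without control replicate 1 or 3 or TBBPA-DBPE replicate 1, 2 or 3 (0.35 to 0.55), the TPP call without control replicate 1 or TPP replicate 3 (0.43 to 0.6) and the BDE-47 call without control replicate 1, 3 or 4 or any 1 BDE-47 replicate (0.43 to 0.51), while the TCEP call held with each library left out. wnt3a (ENSDARG00000058822) had 3.57 ± 0.41 CPM (SD, n = 4) in the control, 10.8 ± 1.43 CPM (SD, n = 4) in TBBPA-DBPE and 7.55 ± 3.68 CPM (SD, n = 4) in TCEP. It was called for TDBPP at 2.36 on the log2 scale (SE 0.32, edgeR adjusted p = 5.95e-07), TiBP at 1.91, TBBPA-DBPE at 1.59 (SE 0.32, edgeR adjusted p = 0.00169) and IPP at 1.55, the last not without control replicate 1 or IPP replicate 1 (1.32 to 1.67). In TCEP it changed by 1.09 (edgeR adjusted p = 0.0214), below the fold change cutoff, with TCEP replicate 2 at 2.1 CPM and the other TCEP replicates between 8.64 and 9.82 CPM. miR-15a-5p and wnt3a both increased in TBBPA-DBPE. In the direct comparison of TBBPA-DBPE and TCEP 6 mRNAs were called, all lower in TBBPA-DBPE, and wnt3a was not among them.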

**FIGURE 6:**
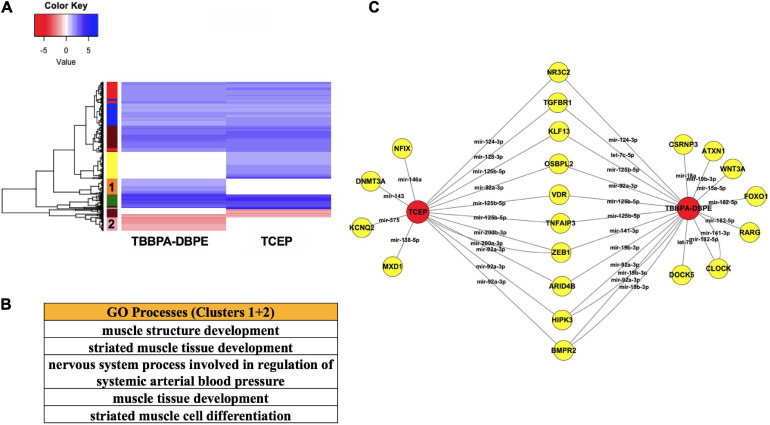
Comparison of TBBPA-DBPE and TCEP for neurotoxic effects. TBBPA-DBPE exposures showed only LPR phenotypes while TCEP showed no phenotype. **(A)** Heatmap representing mRNA expression for the two FRCs; colored bars on the rows represent gene clusters. **(B)** GO processes for unique differential mRNAs with increased (Cluster 1) and decreased (Cluster 2) in the TBBPA-DBPE exposures. **(C)** mRNA-miR network for the two FRCs. 

 FRC, 

 genes. miRs are represented within connected lines.

### Transcription Factor Analysis: mRNA-TF and miR-TF Interactions

To investigate the role of TFs in regulating mRNA and miR disruptions, we executed a TF network analysis for FRC-mRNA-TF and miR-TF interactions. Expressions of several TFs such as *VDR*, retinoic acid receptor G and retinoid X receptor (*RARG* and *RXRA*) respectively were significantly altered across multiple FRCs (Figures 7A,B) and each of these TFs were predicted to regulate several altered mRNAs (Figures 7A,C). 

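In zebrafish these receptors have several genes. Besides vdrb, vdra (ENSDARG00000099483) was called only for TiBP (log2 fold change 1.79, SE 0.63, edgeR adjusted p = 0.0381), and that call was lost without control replicate 1, 3 or 4 or TiBP replicate 2. rargb (ENSDARG00000054003) was increased for 8 FRCs, by 2.59 in TDBPP to 3.73 in TCEP (SE 0.61, edgeR adjusted p = 0.00029), and not for TBBPA (1.43, adjusted p = 0.125) or TBPH (2.44, adjusted p = 0.0613, past the threshold without TBPH replicate 3). Its call for TCPP was lost without control replicate 1, 3 or 4 or TCPP replicate 1 (2.53 to 2.89). rxrab (ENSDARG00000035127) was increased for 7 FRCs, by 2.22 in TPP (SE 0.64, edgeR adjusted p = 0.0376) to 3.11 in TiBP (SE 0.63, edgeR adjusted p = 0.000394). vdrb was called for TBPH at 3.21 (SE 0.68, edgeR adjusted p = 0.0363) but not without any 1 control or TBPH replicate 1, 2 or 4 (2.88 to 3.62), and for TCPP at 3.99 but not without control replicate 1 (3.68 to 4.42). Of the 29 mRNAs of Figure 7B, 99 increases and 3 decreases were called among 290 mRNA and FRC pairs, and 118 and 3 when adjusted over the list alone, a list the study chose on these samples. Their calls were most frequent for IPP (19), TDBPP (18 increases, 1 decrease) and TiBP (17).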

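sema6ba (ENSDARG00000036626) was called as increased for all 10 FRCs, from 1.97 on the log2 scale in TBBPA (SE 0.68, edgeR adjusted p = 0.0492) to 4.18 in TCEP (SE 0.61, edgeR adjusted p = 0.000108). In TCEP it rose to 6.58 ± 4.07 CPM (SD, n = 4) from 0.36 ± 0.146 CPM (SD, n = 4) in the control. The call was lost in TBBPA without any 1 control or TBBPA replicate 1 or 2 (1.6 to 2.34), in TBPH without any 1 control or TBPH replicate 1, 2 or 4 (3.03 to 3.47) and in TCPP without control replicate 1 (3.16 to 3.61). igfbp1a (ENSDARG00000099351) was called for IPP at 3.52 (SE 0.3, edgeR adjusted p = 3.21e-11), TiBP at 3.15, TDBPP at 2.54 and TBBPA at 2.33 (SE 0.29, edgeR adjusted p = 3.68e-07), and its log2 fold change lay between -0.06 and 0.69 for the other FRCs. vdrb and igfbp1a were thus both increased in these 4 FRCs, and rxrab and sema6ba in 7. The regulatory links between them come from the databases of TFmiR and were not measured in these libraries.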

Expressions of several mRNA-TF regulatory pairs, such as *RXR/SEMA6B* and *VDR/IGFBP1* were altered across multiple FRCs (Figure 7C).

**FIGURE 7:**
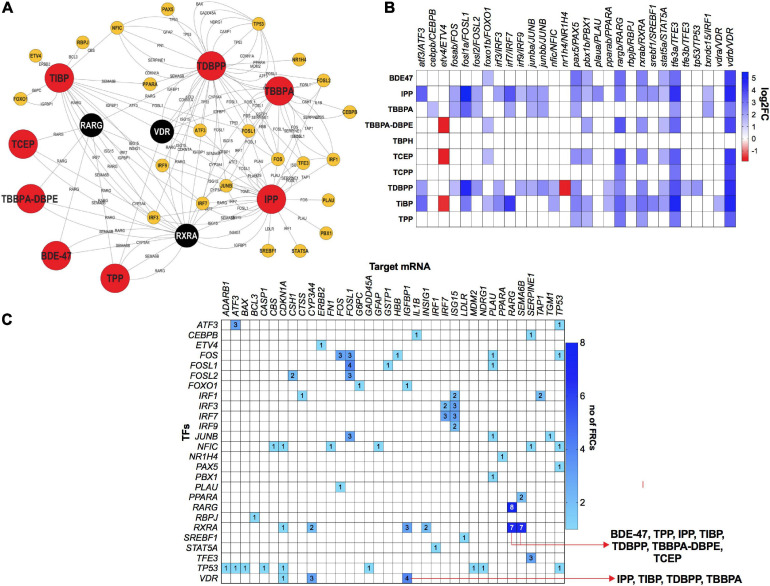
mRNA-transcription factor (TF) interactions across FRCs according to experimentally validated predictions. **(A)** FRC-mRNA-TF regulatory network based on TFmiR gene-TF interactions. 

 FRCs, 

 TFs. 

 (black nodes with white text)-TFs that were differentially expressed across 5 or more FRCs, with larger nodes denoting higher number of FRCs. **(B)** Heatmap representing fold changes of selected TFs across all FRCs. Both zebrafish and human orthologs are provided. **(C)** Heatmap representing mRNA-TF combinations that were co-altered across multiple FRCs. Numbers within cells represent number of FRCs that a specific pair was altered in. Red arrows represent the FRCs for specific pairs that are discussed in the manuscript. All data based on TFmiR experimentally validated predictions.

We subsequently used IPP (an FRC with strong phenotypic, mRNA expression and miR expression signals) as an example to understand the potential interactions between miRs and TFs (Figure 8). Within our IPP exposures, expression of several TFs, such as *RARG* and *VDR*, were predicted to be regulated by miRs differentially expressed across multiple FRCs. Conversely, TFs such as *TGFB* and *IL1B* were predicted to regulate several miRs such as mir-146a. In addition, we also identified *IRF3/IRF7/ISG15*, a potential feed-forward-loop, in which a TF regulates another gene/TF and they both co-regulate a third gene.

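In IPP, rargb rose by 2.91 on the log2 scale (SE 0.6, edgeR adjusted p = 0.00066; 2.11 to 3.22 with single libraries left out). The vdrb increase in IPP was seen in all 4 replicates, with a log2 fold change of 4.15 to 5.13 when single libraries were left out. Among the miRs, miR-182-5p fell by 1.67 in IPP (SE 0.21, edgeR adjusted p = 6.84e-08), the largest decrease with all 4 IPP replicates below all controls, and by 1.05 each in TDBPP and TiBP (SE 0.21). In TBBPA-DBPE it fell by 0.59 (edgeR adjusted p = 0.0274), a call lost without control replicate 1 or 4 or TBBPA-DBPE replicate 1, 2 or 4 (-0.75 to -0.34). Whether these miRs regulate the TFs was not measured in these libraries.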

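miR-146a rose from 17.1 ± 3.43 CPM (SD, n = 4) in the control to 286 ± 144 CPM (SD, n = 4) in IPP, a log2 fold change of 4.08 (SE 0.38, edgeR adjusted p = 5.93e-11; 3.84 to 4.34 with single libraries left out). It was also increased for TDBPP at 5.13 (SE 0.4, edgeR adjusted p = 2.22e-13), TBBPA at 3.3, TiBP at 2.13, TPP at 1.98, TBBPA-DBPE at 1.94, TCEP at 1.36 and BDE-47 at 1.18, the last not without control replicate 1, 3 or 4 or BDE-47 replicate 2 or 4 (0.84 to 1.45). il1b (ENSDARG00000098700) had 0.656 ± 0.317 CPM (SD, n = 4) in the control and 7.88 ± 9.89 CPM (SD, n = 4) in IPP, with 3 of 4 IPP replicates above all controls and a log2 fold change of 3.62 (SE 0.61, edgeR adjusted p = 3.94e-05; 2.28 to 3.98 with single libraries left out). In TBBPA it rose by 4.12 (SE 0.61, edgeR adjusted p = 1.42e-05). tgfb1b (ENSDARG00000034895) was called only for IPP, at 1.62 (SE 0.3, edgeR adjusted p = 0.00019), while TiBP, at 1.33, passed the adjusted p but not the fold change cutoff.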

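irf3 (ENSDARG00000076251), irf7 (ENSDARG00000045661) and isg15 (ENSDARG00000086374) were all increased in IPP. isg15 rose by 3.96 on the log2 scale (SE 0.5, edgeR adjusted p = 2.32e-07; 3.47 to 4.39 with single libraries left out). irf7 rose by 3.72 (SE 0.38, edgeR adjusted p = 4.45e-09; 3.16 to 4.2) and irf3 by 2.06 (SE 0.49, edgeR adjusted p = 0.00297; 1.77 to 2.59). All 3 were also increased in TiBP, by 4.52, 4.31 and 2.62 for isg15, irf7 and irf3. In TDBPP isg15 rose by 5.54 and irf3 by 1.93, while irf7, at 1.23, passed the adjusted p but not the fold change cutoff, and in TBBPA isg15 rose by 2.4 and irf7 by 2. The interferon response set of 14 genes had a median log2 fold change of 0.86 in IPP (camera adjusted p = 7.02e-07), 1.06 in TDBPP, 0.6 in TBBPA and 0.57 in TiBP; under fry all 4 held, and with an estimated correlation only that of IPP (0.0225). The loop itself, that 1 factor regulates another and both regulate isg15, was not measured.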

**FIGURE 8:**
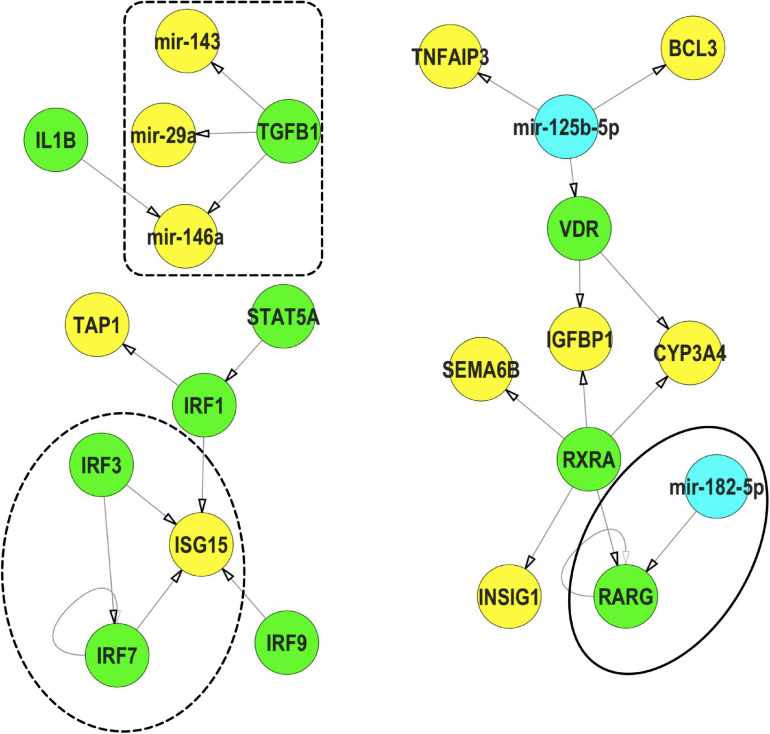
Representative interactions between mRNA, miR and TFs that show a feed forward loop (FFL, dotted circle), a TF regulating a miR (dotted box) and a miR regulating a TF (solid circle) within IPP exposures. 

 TFs, 

 miRs, 

 mRNA. These interactions were selected from the mRNA-miR-TF co-regulatory network for IPP. All interaction data based on TFmiR experimentally validated predictions.

### TBBPA vs TBBPA-DBPE–Impacts of Transformation on Molecular Networks

We investigated the mechanism for the differential phenotypic responses observed for the parent: derivative, TBBPA and TBBPA-DBPE. Figure 2A shows that TBBPA displayed a stronger bioactivity over its derivative as it disrupted multiple morphological endpoints. Consistent with this, TBBPA and TBBPA-DBPE displayed largely dissimilar mRNA expression patterns with minimal overlap (Figure 9A). 

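Of the mRNAs called for TBBPA and for TBBPA-DBPE, 81 were common, 74 increased and 7 decreased in both, and 2 were called in opposite directions; these 81 are 10.2% of those of TBBPA and 16.7% of those of TBBPA-DBPE. TBBPA alone of the pair had 561 increases and 153 decreases, and TBBPA-DBPE 347 and 55. A direct comparison called 1237 mRNAs, 995 higher and 242 lower in TBBPA, more than any other split of the 8 libraries (highest 718). Across mRNAs the log2 fold changes correlated at r = 0.264, the lowest of the 45 pairs of FRCs. TBBPA replicate 2 entered these numbers: without it the mRNAs called between TBBPA and TBBPA-DBPE numbered 595 and the mRNAs called for both TBBPA and TBBPA-DBPE 35. The common number was 37 without control replicate 1, 49 without control replicate 3, 125 without TBBPA replicate 3 and 127 without TBBPA replicate 4. At an adjusted p of 0.01 in place of 0.05, 16 mRNAs were common.

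**Figure D7:**
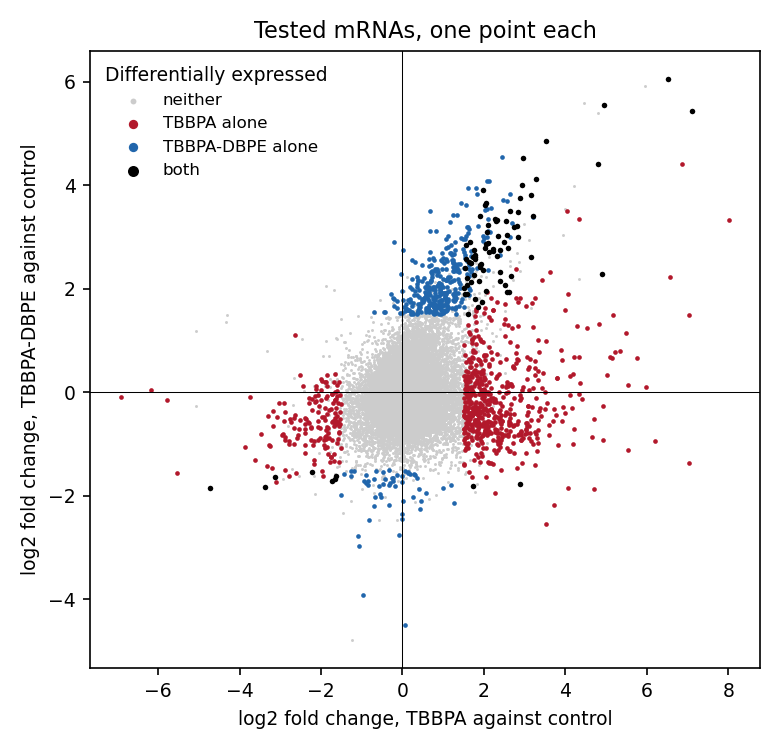
log2 fold change of each tested mRNA in TBBPA-DBPE (vertical axis) against that in TBBPA (horizontal axis), both against the same 4 controls; points are mRNAs and colors mark those called for TBBPA, for TBBPA-DBPE or for both. Few called mRNAs are called for both, and r across mRNAs was 0.264.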

Gene ontology analysis showed that mRNAs with unique increased (Cluster 2) and decreased (Cluster 4) expression in TBBPA were primarily associated with protein translation and light stimulus detection, respectively, while mRNAs with unique increased (Cluster 1) and decreased (Cluster 3) expression in TBBPA-DBPE were associated with drug response/vasoconstriction and system/nervous development, respectively (Figure 9B).

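Among the mRNAs increased for TBBPA and not called for TBBPA-DBPE were 64 of the 79 ribosomal protein genes and 19 of the 36 cytokine response genes. They also included 4 of the 9 hemoglobin genes, 5 lens crystallin genes, 4 striated muscle genes, 3 interferon response genes and 1 neurogenesis gene. The ribosomal calls rest on TBBPA replicate 2, without which the median log2 fold change of that set was 0.22. Among those decreased only for TBBPA were 5 of the 34 phototransduction genes, 4 calcium channel and synaptotagmin genes, 3 neurotransmitter genes, 1 neurogenesis gene and 1 striated muscle gene. As a set, phototransduction was lower in TBBPA (median log2 fold change -0.47, camera adjusted p = 9.33e-07, 0.00643 with an estimated correlation and 2.35e-07 under fry). The hemoglobin set of 9 genes was higher in TBBPA (median 1.52, camera adjusted p = 0.00145), which did not hold with an estimated correlation or under fry, or without TBBPA replicate 2 (0.258). In TBBPA the lens crystallins had a median of 0.81 while the set test pointed lower and was not called. The mRNAs increased only for TBBPA-DBPE included 8 of the 66 calcium channel and synaptotagmin genes, 3 neurotransmitter genes and 1 cytokine response gene, and the 55 decreased only for TBBPA-DBPE included 0 genes of the 10 sets. In TBBPA-DBPE the lens crystallins were lower as a set (median -0.57, camera adjusted p = 0.000157), but not with an estimated correlation or under fry.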

**FIGURE 9:**
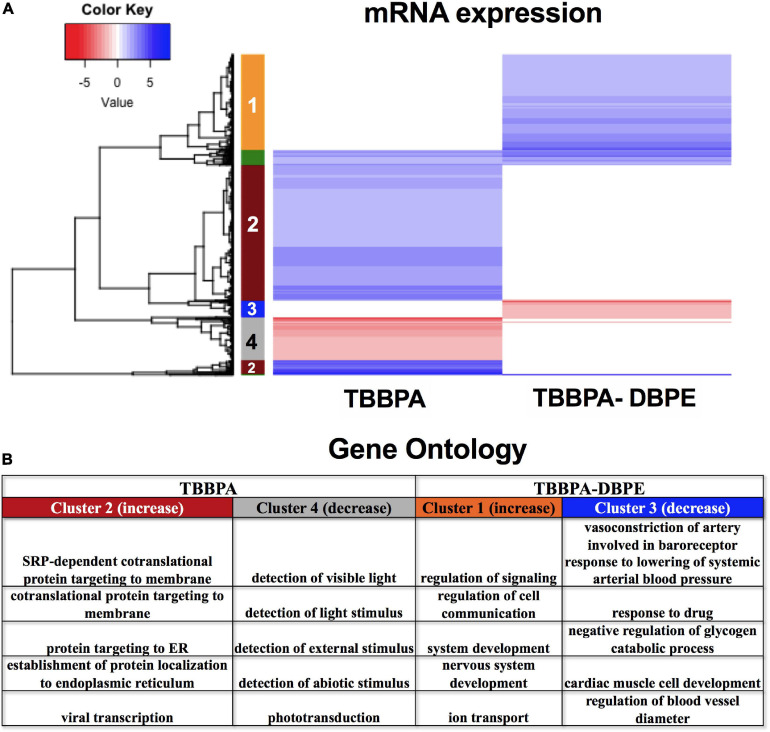
mRNA expression for TBBPA vs its derivative, TBBPA-DBPE. **(A)** Heatmap representing log_2_ fold changes of mRNA expression; colored bars on the rows represent gene clusters. Numbers within bars represent cluster numbers for specific mRNA sets. **(B)** GO processes for unique mRNAs that were increased or decreased uniquely in either FRC.

### Comparison of mRNA Expression Patterns of BDE-47 and Newer Generation FRCs

Finally, we compared the mRNA expression patterns of BDE-47, a phased out brominated flame retardant (BFR), with newer generation aryl phosphates TPP and IPP (Figures 10A,B) and chlorinated phosphates TCEP and TCPP (Figures 10C,D). mRNA clustering and GO assessments indicated that BDE-47 uniquely disrupted clusters of mRNAs associated with nervous system development and multicellular or anatomical development (Cluster 2 in Figure 10A, and Cluster 1 in Figure 10C). 

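BDE-47 shared 259 called mRNAs with IPP and 187 with TPP, and 173 were called for all 3. Called for BDE-47 and neither aryl phosphate were 85 increases and 2 decreases; the increases held 1 neurotransmitter and 1 calcium gene of the gene sets. With TCEP it shared 314, with TCPP 210, and 198 were common to the 3, leaving 31 increases and 3 decreases for BDE-47, 0 of them in the 10 gene sets. A call for BDE-47 alone does not show a difference: of the 101 mRNAs called for BDE-47 and not IPP, 5 were also called in the direct comparison of BDE-47 and IPP. Directly compared, BDE-47 and IPP differed in 442 mRNAs, more than in any other split of the 8 libraries (highest 22). The mRNAs called for both BDE-47 and IPP numbered 137 without IPP replicate 1, and the mRNAs called for both BDE-47 and TCEP 208 without control replicate 1. There were also mRNAs called for both BDE-47 and TPP, which numbered 55 without control replicate 1, 105 without control replicate 3, 298 without TPP replicate 1, 50 without TPP replicate 2, 114 without TPP replicate 3 and 106 without TPP replicate 4. The mRNAs called for both BDE-47 and TCPP numbered 2 without control replicate 1, 60 without control replicate 3, 71 without control replicate 4, 108 without TCPP replicate 1 and 113 without TCPP replicate 4. Apart from libraries left out, the largest relative move of these numbers was at an adjusted p of 0.01, at which BDE-47 and TCPP had 49 in common.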

Comparison between the two aryl phosphates showed that IPP uniquely increased expression of mRNAs associated with lipid and cytokine response (Cluster 1) and decreased expression of mRNAs associated with responses to external stimuli (Cluster 3) (Figures 10A,B). 

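Compared with BDE-47 and TPP, IPP alone increased 372 and decreased 188 mRNAs, and TPP alone 12 and 11. The 372 included 20 of the 36 cytokine response genes and 4 of the 14 interferon response genes, and the 188 included 9 of the 34 phototransduction genes, 8 of the 39 lens crystallin genes, 2 neurotransmitter genes and 3 calcium genes. IPP and TPP had 212 called mRNAs in common, 24.7% of those of IPP and 85.1% of those of TPP, and their direct comparison called 312 mRNAs (highest of the other splits 16). The mRNAs called for both IPP and TPP numbered 73 without control replicate 1, 124 without control replicate 3, 67 without TPP replicate 2, 130 without TPP replicate 3 and 119 without TPP replicate 4. No lipid set was tested here.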

Three mRNAs- *her4.4*, *tbx5b* and *FQ377605.1* were commonly dysregulated by both aryl phosphate OPFRCs but not any of the other FRCs. 

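her4.4 (ENSDARG00000009822) was called as increased for IPP, at 1.99 on the log2 scale (SE 0.45, edgeR adjusted p = 0.00176), and TPP, at 1.85 (SE 0.45, edgeR adjusted p = 0.0145), with 2.41 ± 1.29 CPM (SD, n = 4) and 2.15 ± 0.387 CPM (SD, n = 4) against 0.605 ± 0.577 CPM (SD, n = 4) in the control. Its TPP call was lost without control replicate 1, and without control replicate 4 it was called for 6 other FRCs as well (BDE-47, TDBPP, TBBPA, TBBPA-DBPE, TCEP and TiBP). tbx5b (ENSDARG00000092060) fell by 1.51 in IPP (SE 0.48, edgeR adjusted p = 0.0255) and by 1.79 in TPP (SE 0.49, edgeR adjusted p = 0.0283). The IPP call was lost without control replicate 2 or 3 or IPP replicate 1 or 2, and the TPP call without control replicate 1, 2 or 3 or any 1 TPP replicate. For TDBPP, at -1.38, it was gained without control replicate 1 or 4 or TDBPP replicate 1. FQ377605.1 (ENSDARG00000101927) fell by 1.59 in IPP (SE 0.41, edgeR adjusted p = 0.00562) and by 1.52 in TPP (SE 0.41, edgeR adjusted p = 0.025), calls lost without control replicate 2 or IPP replicate 1, and without control replicate 1 or 2 or TPP replicate 1, 3 or 4. These were the mRNAs called for both IPP and TPP and no other FRC; without the fold change cutoff her4.4 passed the adjusted p in 2 other FRCs, tbx5b in 1 and FQ377605.1 in 3.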

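Compared with BDE-47 and TCPP, TCEP alone increased 141 and decreased 36 mRNAs, and TCPP alone 5 and 3. The increases of TCEP included 1 neurotransmitter gene and 1 calcium gene of the gene sets, and the decreases 1 cytokine response gene; sets for cell communication and lipid oxidation were not tested. TCEP and TCPP had 203 called mRNAs in common, 40.9% of those of TCEP and 91% of those of TCPP. The direct comparison of TCEP and TCPP called 20 mRNAs, and 2 other splits of the 8 libraries called as many (highest 29, with TCEP replicate 2 and TCPP replicate 1 exchanged), so chance is not excluded for this difference. The mRNAs called between TCEP and TCPP numbered 68 without TCEP replicate 2, 13 without TCEP replicate 4, 9 without TCPP replicate 2 and 11 without TCPP replicate 3. For this pair, mRNAs called for both TCEP and TCPP numbered 2 without control replicate 1, 57 without control replicate 3, 70 without control replicate 4, 104 without TCPP replicate 1 and 111 without TCPP replicate 4.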

Among chlorinated phosphates, TCEP exposure uniquely increased expression of mRNAs associated with regulation of cell communication and signaling (Cluster 2) and decreased expression of mRNAs associated with regulation of lipid oxidation (Cluster 3) (Figures 10C,D). Only one mRNA (*si:ch211-188p14.2*) was common to both chlorinated OPFRCs that was not also differentially expressed in response to any other FRC.

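si:ch211-188p14.2 (ENSDARG00000098620) had 8.28 ± 5.2 CPM (SD, n = 4) in the control and fell by 1.68 on the log2 scale in TCEP (SE 0.44, edgeR adjusted p = 0.0102) and by 1.83 in TCPP (SE 0.45, edgeR adjusted p = 0.0274). It was the only mRNA called for both and for no other FRC, and 0 other FRCs passed the adjusted p by edgeR. The TCEP call was lost without control replicate 1 or TCEP replicate 2, and the TCPP call without control replicate 1 or 3 or any 1 TCPP replicate. In TBPH it changed by -1.65 (edgeR adjusted p = 0.0867) and was past the threshold without TBPH replicate 3.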

**FIGURE 10:**
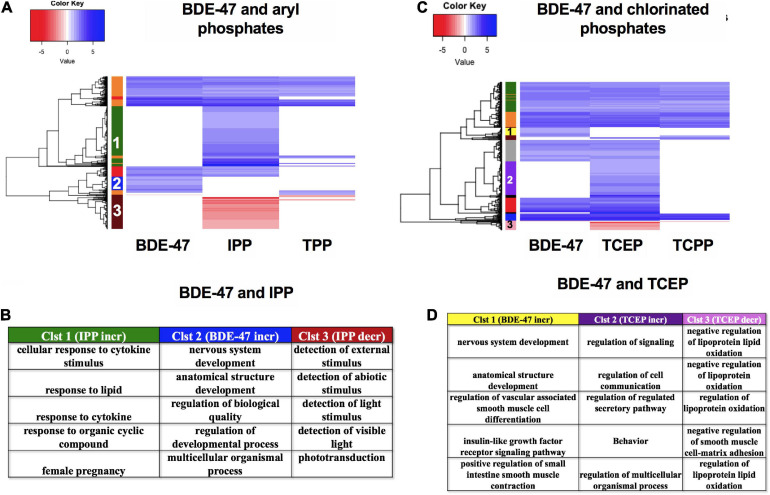
mRNA expression for BDE-47, aryl phosphates and chlorinated phosphates. **(A,C)** Heatmaps representing log_2_ fold changes of mRNA expression; colored bars on the rows represent mRNA clusters. Numbers within bars represent cluster numbers for specific mRNA sets. **(B,D)** GO processes for unique mRNAs that were increased or decreased uniquely in various clusters.

## Discussion

### Anchoring FRC mRNA Expression to Phenotype

The primary goal of this study was to deconstruct regulatory networks for mRNA and miRs across different classes of flame retardants and identify common potential mechanisms driving toxicity. Our choice of FRCs included multiple chemical classes and bioactivity profiles, including non-responders for morphology and behavior (Figure 2A). This design allowed the investigation of exposure-driven mRNA expression landscapes, even in the absence of apparent developmental phenotypes. This is important, since many of these targets may drive adverse effects on specific organ systems or later life stages that may not be captured in developmental endpoints. 

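TBPH had 52 called mRNAs, the fewest of the 10 FRCs; TCPP had 223 and TPP 249. No other split of the 4 TBPH and 4 control libraries gave any call by edgeR, but the calls were lost with most single libraries left out: mRNAs called for TBPH numbered 2 without control replicate 2 and 1 without control replicate 4, and without control replicate 1 or 3 or TBPH replicate 1, 2 or 4 there were 0. Set against the mean of the other 9 FRCs, TBPH differed in 30 mRNAs, 6 higher and 24 lower. These 30, which do not depend on the controls, were 11 without TBPH replicate 1, 15 without TBPH replicate 2 and 16 without TBPH replicate 3 or 4, by the count of mRNAs called for TBPH against the other 9 FRCs.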

Among all the FRCs tested, TBPH, a new generation brominated phthalate, elicited the least disruption of mRNA expression and no miR disruption (Figure 2B). This was consistent with previous studies where TBPH was fairly benign in *Fundulus* (Huang et al., 2019), human cell line (Xiang et al., 2017) and mouse (Chen et al., 2020) models. However, TBPH increased expression of *osbpl2a* (Figure 4A)–predicted to drive cholesterol binding and lipid transport - suggesting that, consistent with a previous zebrafish study (Guo et al., 2020), this FRC may be associated with disruption of lipid transport or metabolism. 

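In TBPH osbpl2a rose to 5.91 ± 1.85 CPM (SD, n = 4), a log2 fold change of 2.48 (SE 0.48, edgeR adjusted p = 0.0298), and all 4 TBPH replicates lay above all controls. With single libraries left out the log2 fold change stayed between 2.31 and 2.65, but the call was lost without any 1 of the controls or TBPH replicate 1, 2 or 4, as for nearly all mRNAs called for TBPH. This was the second lowest of the 10 FRCs, above TBBPA. From this increase and an earlier zebrafish study, the paper proposes that TBPH is associated with a disruption of lipid transport or metabolism.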

Among other FRCs, TCEP and TiBP, despite substantial transcriptomic disruption, did not produce morphological or behavioral phenotypes. This suggested that these specific mRNA expression disruptions were not linked to key developmental events, but it remains a possibility that these expression changes could manifest adverse effects at later stages.

### Neurotoxicity of FRCs

For several FRCs, nervous system development was the predominantly affected biological process (Figure 3A). Previous studies reported neurobehavioral effects of FRCs in *in vivo* or *in vitro* models, including zebrafish (Alzualde et al., 2018; Glazer et al., 2018; Truong et al., 2020), mouse (Nakajima et al., 2009) and mammalian neuronal models (Behl et al., 2015; Slotkin et al., 2017). Epidemiological studies associated prenatal organophosphate ester exposures with cognitive decline in developing children (Doherty et al., 2019). While prior studies investigated specific neurotoxic targets for individual FRCs, we, for the first time, used unbiased global experiments to report and compare common neurodevelopmental gene-sets across several classes of FRCs. We showed that several classes of FRCs altered the expression of mRNAs regulating neuronal development. Furthermore, expression of several mRNAs that modulate calcium signaling were disrupted. Calcium signaling is a crucial mechanism for several physiological processes, including neuronal electrical activity. Taken together, these suggest that disruption of neurodevelopment was a common mechanism of action for FRC-induced toxicity (Figure 3C). This was consistent with studies showing that BDE-47, chlorinated FRCs such as TCEP, TCPP and aryl FRCs such as TPP disrupted neurodevelopmental genes (Shi et al., 2018; Chen et al., 2019; Li et al., 2019). Interestingly, genetic signatures showed that neurotransmitter synthesis and activity were disrupted across several FRC classes, with the exception of chlorinated phosphates. Previous studies, using enzymatic assays, showed that among the OPFRCs, aryl phosphates, but not chlorinated phosphates, altered neurotransmitter enzymes such as acetylcholinesterase (McGee et al., 2012; Shi et al., 2018; Li et al., 2019). This corroborated with our finding that chlorinated phosphates likely do not disrupt neurotransmitter activity. The present study also suggested an epigenetically driven FRC-induced neurotoxicity since *dnmt3aa*, a regulator of methylation of transcripts that drive neuronal development (Lai et al., 2020), was overexpressed by several FRCs. Such epigenetic regulation of FRC neurotoxicity was also reflected in a previous study, which showed that TDCIPP [Tris(1,3-dichloro-2-propyl)phosphate], a chlorinated OPFRC that induced behavioral deficits in zebrafish, altered *dnmt3aa* transcript levels (Li et al., 2020). Comparison of TBBPA-DBPE and TCEP gene profiles showed that TBBPA-DBPE-induced neurobehavioral effects may be driven by a disruption of muscle structure development, an effect that may limit muscle formation and locomotor functions (Figure 6B). Based on our miR analysis, we found that expression of several miRs were commonly altered by multiple FRCs. Among these, mir-125b, mir-144, let-7 (an miR precursor), mir-9 and mir-219 were previously implicated in neuronal development, neurotoxicity and neurodegenerative diseases (Kaur et al., 2012; Novák et al., 2014). Co-regulatory analysis showed that differentially expressed mRNAs common to many FRCs were predicted to be regulated by common miRs. For example, mir-125b, whose expression was reduced by seven FRCs, was predicted to regulate a number of mRNAs that were, in turn, overexpressed by several FRCs and implicated in neurodevelopment, apoptosis and transcription (Figure 5B). Therefore, it is very likely that a single miR can impact a multitude of biological processes. 

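Decreases of miR-125b-5p were called for 7 FRCs, all but TBBPA, TBPH and TCPP, and in TDBPP and IPP all 4 exposed replicates lay below all controls. The mRNAs of Figure 5B increased most often in TiBP (17 of 24), TDBPP (15), IPP (13) and BDE-47, TBBPA-DBPE and TCEP (11 each). They also increased in FRCs without a called decrease of miR-125b-5p, 8 in TCPP, 6 in TBBPA and 2 in TBPH, and 9 increased in TPP.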

Comparisons between TBBPA-DBPE and TCEP demonstrated that TBBPA-DBPE-induced dysregulation of *WNT3A*, a member of Wnt pathway known to impact neurodevelopment and neurodevelopmental disorders such as autism (Kumar et al., 2019). *WNT3A* mRNA interacted here with mir-15a-5p, again suggesting that key miRs may be involved in driving FRC-induced neurotoxicity (Figure 6C).

### Lipid Metabolism and Other FRC-Disrupted Biological Processes

Lipid response was disrupted by exposures to non-halogenated OPFRCs, corroborating with previous reports of disrupted lipid metabolism/transport resulting in facilitated adipogenesis and disruption of liver development and function (Du et al., 2016; Cano-Sancho et al., 2017; Reddam et al., 2019). mir-144 and mir-92a regulate gene expression driving lipid metabolism (Aryal et al., 2017). Indeed, previous studies revealed that miR-92a binds to the 3′UTR of *OSBPL2*, a gene that regulates lipid binding and transport (Helwak et al., 2013), and this miR was impacted by several OPFRCs in our dataset (Figure 5B). This suggests that disruption of lipid-related processes may be regulated by miRs. Differentially expressed mRNAs with several other key functions, such as transcription, skeletal development and angiogenesis were also predicted to be regulated by key miRs, indicating that miRs play an important role in overall developmental responses to FRCs.

TBBPA was the only FRC that produced widespread mRNA expression changes where the nervous system was not the primary target. This was consistent with the observation that TBBPA did not alter zebrafish behavior and that the nervous system was not a direct target of this FRC as reviewed in Kacew and Hayes (2020). Instead, TBBPA primarily impacted pathways that affect synthesis and targeting of proteins that enter the endoplasmic reticulum, as well as translation, which may explain the significant morphological defects observed. It is important to note that TBBPA is primarily a reactive FRC (chemically bound to product matrix) and likely has a lower potential to leach into the environment compared to additive (not chemically bound to product matrix) FRCs.

### mRNA-miR and mRNA-TF Interactions-Carcinogenic Signature

Zebrafish has been widely used as a model for studying cancer mechanisms (Hason and Bartůněk, 2019). Indeed, zebrafish developmental toxicity assays can detect carcinogens with ∼80% concordance with rodent data (unpublished data). miRs are important in tumorigenesis and our mRNA-miR interactions revealed FRC carcinogenic signatures. mir-125b is a known onco-miR that acts as a tumor suppressor; downregulation of this miR has been shown in several types of cancerous tissues (Wang et al., 2020). In our data, specifically for OPFRCs, reduced expression of mir-125b was associated with increased expression of *BCL2* and *TP53* (anti-apoptotic genes), *ERBB2* (an androgenic gene) as well as *CYP24A1* and *VDR* (Figure 5B); negative correlations of mir-125b with all of the aforementioned genes have been previously evidenced in several cancer types (Mohri et al., 2009; Banzhaf-Strathmann and Edbauer, 2014; Wang et al., 2020). 

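bcl2a (ENSDARG00000094704) was called only for TiBP, at 1.52 on the log2 scale (SE 0.36, edgeR adjusted p = 0.00226), and not without control replicate 1, 3 or 4 or TiBP replicate 2. cyp24a1 (ENSDARG00000103277) was called only for TDBPP, at 2.67 (SE 0.31, edgeR adjusted p = 3.4e-08), and without control replicate 1 also for TBBPA, at 1.53. erbb2 (ENSDARG00000026294) was called for TDBPP at 1.8 (SE 0.39, edgeR adjusted p = 0.000559) and TiBP at 1.76 (SE 0.39, edgeR adjusted p = 0.00122). vdrb was increased in the OPFRCs by 4.53 in TDBPP, 4.29 in TCEP, 3.5 in TPP and 4.93 in TiBP (SE 0.66, edgeR adjusted p = 7.23e-07), and also in BDE-47, TBBPA-DBPE and TBBPA, which are not OPFRCs, by 4.09, 4.01 and 2.95. From these changes and earlier reports of negative correlations, the paper relates lower mir-125b to the increase of these mRNAs.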

Our mRNA-miR interaction data suggests the need to confirm and further understand the carcinogenic potential of current and emerging FRCs.

Expressions of several TFs such as *RARG*, *RXR* and, all known for their role in carcinogenesis, were frequently altered by several FRCs (Figures 7A,B). *RAR* and *RXR* are nuclear receptor transcription factors; RXRs heterodimerize with RARs and VDR and play important roles in regulation of genes that control cell proliferation (Dawson and Xia, 2012), specifically in tumor or cancer cells. Indeed, *RAR-RXR* dimerization has been targeted as a therapeutic option in acute promyelocytic leukemia using retinoids or rexinoids (Altucci et al., 2007). 

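rargb and rxrab were both called as increased for BDE-47, TDBPP, TBBPA-DBPE, TCEP, IPP, TPP and TiBP. For rxrab the log2 fold changes were 2.69 in BDE-47, 2.62 in TDBPP, 2.38 in TBBPA-DBPE, 2.74 in TCEP and 2.4 in IPP. Its calls were lost for BDE-47 without control replicate 1 (2.38 to 3.83), for TBBPA-DBPE without control replicate 1 or TBBPA-DBPE replicate 2 (2.01 to 3.52) and for TPP without control replicate 1, 3 or 4 or TPP replicate 2, 3 or 4 (1.9 to 3.36). In TCPP, where rargb was called, rxrab changed by 2.31 (edgeR adjusted p = 0.0629) and was past the threshold without control replicate 2. In TBBPA rxrab was called only without control replicate 2 or TBBPA replicate 4.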

Here, the altered expression of both *RAR* and *RXR* was common to 7 FRCs (BDE-47, TPP, IPP, TiBP, TDBPP, TBBPA-DBPE, and TCEP) suggesting that there may be a common operant mode of action (Figure 7C). *RXR*s also heterodimerize with *PPAR*s to regulate the expression of *SEMA6B*, a gene highly expressed in breast cancer (Murad et al., 2006). We observed disruption of both *RXR* and *SEMA6B* mRNA levels by the same 7 FRCs, and among these, *PPARA* was differentially expressed by TiBP and TDBPP. Likewise, *RXR/RXR* and *VDR/RXR* heterodimers also regulate the expression of *IGFBP1* (Baxter, 2014), a tumor suppressor gene that was differentially expressed in at least 4 FRCs (IPP, TiBP, TDBPP, TBBPA). These data show that, similar to mRNA-miR interactions, FRCs may drive altered responses in mRNA-TF co-regulations that are carcinogenic signatures.

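Within the 7 FRCs, sema6ba rose by 4.09 in BDE-47, 3.48 in TDBPP, 3.9 in TBBPA-DBPE, 3.74 in IPP, 3.57 in TPP and 4 in TiBP on the log2 scale, and every exposed replicate of these groups lay above all controls. pparab (ENSDARG00000054323) was called for TiBP at 1.76 (SE 0.45, edgeR adjusted p = 0.00448) and TDBPP at 1.64 (SE 0.46, edgeR adjusted p = 0.00558). The TiBP call was lost without control replicate 1 or TiBP replicate 2 and the TDBPP call without control replicate 1 or 3 or TDBPP replicate 2. In IPP pparab changed by 1.44 (edgeR adjusted p = 0.0252), below the fold change cutoff.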

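igfbp1a rose from 9.2 ± 2.39 CPM (SD, n = 4) in the control to 106 ± 40.4 CPM (SD, n = 4) in IPP. In TiBP and TDBPP the edgeR adjusted p was 2.57e-10 and 1.69e-08 (SE 0.29 each). The 4 calls, for IPP, TiBP, TDBPP and TBBPA, held with each library left out in turn.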

It is important to note that many these carcinogenic genes and TFs are not exclusive to cancer incidence, but also have crucial roles in development, often in their target tissues (Naxerova et al., 2008). For example, although *RARs* and *RXRs* are known for their roles in cancer, they also play an important role in development, specifically cardiac development (Rhinn and Dollé, 2012). In fact, previous zebrafish studies illustrate that *RAR* and *RXR* may be involved in cardiotoxicity induced by in TPP (Isales et al., 2015; Mitchell et al., 2018) and monosubstituted isopropylated triaryl phosphate, an organophosphate component of the flame retardant mixture Firemaster 550 (Haggard et al., 2017), respectively. This facet holds true for miRs as well; for example, mir-125b plays an important role in early neural specification and neurodevelopment (Boissart et al., 2012). Such studies often lack prominence since the majority of the validations are done in cancer models. Our data highlights the need for a better investigation of FRC-disrupted mRNA-TF and mRNA-miR regulations for their toxicological roles in in the context of development.

### Interaction Between miR-TFs and Feed-Forward-Loop in IPP Exposures

Using IPP as an example, we showed specific examples of less common miR-TF interactions (Figure 8). For example, among the differentially expressed transcripts, *IL1B* interacted with mir-146a, an important pattern in inflammatory stress responses (Nahid et al., 2015). Conversely, mir-182 interacted with the TF *RARG*, a co-regulation signature of stress-induced senescence in human fibroid cell lines (Li et al., 2009). We also demonstrated an example of a feed-forward-loop (FFL)– a three-gene-pattern where one TF (*IRF3*) regulated the expression of a second TF (*IRF7*) and they both regulated the expression of a gene (*ISG15*) with an important role in innate immunity (Perng and Lenschow, 2018), suggesting that such networks may be commonly operant in response to FRC exposures. Study of FFLs are important since they accelerate expression of specific genes (Jin, 2013) and have been implicated in several diseases, including neurodegenerative diseases (Albeely et al., 2018). Our data suggested that such intricate molecular co-modulatory dynamics may drive FRC health effects and should be investigated.

### TBBPA vs TBBPA-DBPE–Role of Transformation

TBBPA-DBPE was chosen as a derivative and transformative product of TBBPA and both of these are used as FRCs in polymers (Knudsen et al., 2007; Qu et al., 2013). While TBBPA can induce oxidative stress and neurobehavioral deficits (Chen et al., 2016; Wu et al., 2016), our data showed that the predominant effect was likely disruption of protein localization and disruption of translation resulting in large-scale morphological effects. For TBBPA-DBPE, neurodevelopment was an important targeted gene process (Figure 9), consistent with its behavioral phenotype. Though closely related structurally, gene expression changes following TBBPA-DBPE exposures were significantly different from TBBPA, with minimal overlap in gene expression, miRs and TFs.

### Comparison Between BDE-47 and Replacement OPFRCs—Are They a Safer Alternative?

We also compared the mRNA expression signatures of BDE-47 with that of aryl and chlorinated OPFRCs (Figure 10). This was important to address whether the replacement of BDEs by OPFRCs is, in general, a safer alternative. Both our phenotypic and molecular data showed that, consistent with previous BDE-47 behavioral data (Chen et al., 2014), nervous system development was a key target unique to BDE-47. But the replacement OPFRC, IPP, was more bioactive, with cytokine responses potentially being a key mechanism of its toxicity. 

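The cytokine response set (36 genes) had a median log2 fold change of 2.16 in IPP (camera adjusted p = 1.83e-24, 0.00298 with an estimated correlation and 2.04e-10 under fry), the highest of the 10 FRCs. It was also higher in TBBPA (median 1.69, camera adjusted p = 1.27e-28) and TDBPP (1.36, camera adjusted p = 1.52e-14), which held under both other tests, and in TiBP (0.59, camera adjusted p = 0.000726) and TPP (0.28, camera adjusted p = 0.0128). The TiBP call held under fry (0.00355) but not with an estimated correlation, and the TPP call under neither, nor without TPP replicate 1 (0.155). The set was not called for BDE-47. From the enrichment of these mRNAs, the paper proposes cytokine responses as a mechanism of the toxicity of IPP.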

Among the chlorinated OPFRCs, consistent with previous work (McGee et al., 2012), neither TCEP nor TCPP produced phenotypic disruptions; however, TCEP produced widespread gene expression changes with cell signaling and lipid regulation being the most disrupted processes. Ours and other studies (Blum et al., 2019), would suggest that a blanket conclusion of greater safety with OPFRCs is not warranted, but given their greater structural diversity, safer chemistries among the existing OPFRs can be identified and used to guide incorporation of moieties for even greater safety.

## Conclusion

Prior efforts to group the toxicity of FRCs by chemical class proved challenging. A more nuanced and sensitive approach was required. Since human exposure to FRCs remains a major public health concern, this study represents a significant advance by anchoring whole animal developmental phenotypes to their underlying mRNA-miR expression responses. Our results illustrate that while there are commonalities in mRNA and miR expression changes across different FRC physicochemical classes, FRCs belonging to identical classes can induce starkly different gene expression profiles and may need to be evaluated individually. Through computational analysis, we propose, for the first-time, predictive dynamics between miRs and mRNA targets that together may help to develop complex adverse outcome pathways for FRCs. Coupling phenotypic outcomes to gene expression in zebrafish offers rapid and powerful opportunities to guide the selection of safer flame retardant replacements for commercially important products. Finally, our study also demonstrates that miRs are key to understanding toxicological mechanisms and such regulatory network assessments between mRNA and miRs should be important considerations in toxicological profiling.

## Data Availability Statement

The data were deposited to NCBI under the GEO accession number GSE169013.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee.

## Author Contributions

LT, MS, and RT contributed to conception and design of the study. SD, CD, and CS organized the database. SD and CD performed the statistical analysis. SD analyzed and interpreted the data, made figures and wrote the first draft of the manuscript. All authors contributed to manuscript revision, read, and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Phenotypically Anchored mRNA and miRNA Expression Profiling in Zebrafish Reveals Flame Retardant Chemical Toxicity Networks
**Source:** Front Cell Dev Biol. 2021 Apr 9;9:663032. doi: 10.3389/fcell.2021.663032
**Supplement:** Supplementary file 4

Phenotypically anchored mRNA and miRNA expression profiling in zebrafish reveals flame retardant chemical toxicity networks

Subham Dasgupta^1^, Cheryl L. Dunham^1^, Lisa Truong^1^, Michael T. Simonich^1^, Robyn L. Tanguay^1^*

Supplemental Tables- 3

Supplemental Figures- 1

**Supplemental table legends:**

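Table S1 holds the lowest effect levels of each FRC for morphological and behavioral endpoints and the log2 fold changes of the called mRNAs and miRs against the control. No phenotype data were analysed here.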

**Table S1**- Phenotypic, behavioral, mRNA and miR data for the selected FRCs. Phenotyping and behavioral data represented as lowest effect levels (LELs, Table S1.1). mRNA and miR data represented as log_2_ fold changes (Tables S1.2 and S1.3). Blank cells represent fold changes below statistical or fold change thresholds.

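Of Table S1.2, the copy used here holds only the first part of its entries. It was therefore used only to look up mRNAs named in the paper or here. Among them is rasgrf2b, which was chosen after the values were seen. For these mRNAs, 311 log2 fold changes could be set beside those computed from the deposited counts, and for miRs, from Table S1.3, 86. For 309 of 647 named mRNA and FRC pairs, a change was listed in Table S1.2 and called here, with the same sign in all 309, for 1 it was only in the table and for 9 only called here. For miRs, 85 of 194 pairs were in both, 1 only in the table and 4 only here.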

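A blank cell in these tables can stand for a log2 fold change below the fold change cutoff, for an adjusted p above 0.05 or for a transcript that was not tested. Without the fold change cutoff, the number of mRNAs past the adjusted p here was 714 for BDE-47, 6249 for TDBPP, 2830 for TBBPA, 3084 for TBBPA-DBPE, 57 for TBPH, 2629 for TCEP, 284 for TCPP, 1061 for TPP and 4564 for TiBP, so most blank cells of TDBPP lie below the fold change cutoff or in mRNAs that did not pass, and those of TBPH mostly in the latter.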

**Table S2-** TFmiR miR-TF-miR interaction data for all FRCs. Only experimentally validated data (Table S2.1), both experimentally validated and computationally predicted data (Table S2.2-2.9)

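TFmiR takes a list of changed miRs and genes with the direction of each change and returns the regulatory pairs that its databases list for human genes. Its output holds no expression values, so a pair in Table S2 rests on the calls and directions of both partners in the input and on earlier evidence for the link. It was not run here.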

**Table S3**. Gene Ontology data for mRNA (Tables S3.1-3.10) and mRNA targets of miRs (Table S3.11)

**Supplemental Figure legends**

**Figure S1.** Heatmap representing log_2_ fold changes of (A) all differentially expressed mRNAs and (B) all differentially expressed miRs across FRCs.

**Figure S1**

How the deposited data were processed for this re-analysis (not part of the article)

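Zebrafish embryos were exposed to 1 of 10 FRCs or to vehicle from 6 to 48 hours post fertilization, and RNA of 8 embryos made 1 replicate. With 4 replicates in each of 11 groups there were 44 RNA samples, each sequenced as an mRNA library from poly A RNA and as a small RNA library on an Illumina HiSeq 3000 with single-end reads. Groups and replicate numbers were taken from the sample labels and doses from the paper. None of the libraries had the same counts: the highest correlation of log counts between libraries was 0.98349 for mRNA and 0.99774 for miRs.

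For mRNA the authors checked the reads with FastQC, trimmed them with Skewer, aligned them to GRCz10 with HISAT2, with index files built with Bowtie2, and counted them on Ensembl genes with HTSeq, and deposited the counts without normalization. For miRs the authors ran miRDeep2 with Bowtie against miRBase and deposited the counts of each mature miR and precursor, also without normalization. The versions of these tools are not printed here. The authors also deposited miR values as RPM, scaled by the total over all entries of the table, which were not used here. The authors also deposited log2 values, a regularized log of normalized counts, which were used only for the list of transcripts the authors kept (20517 genes and 318 miRs) and to check the sign of the called changes. Whether the counting used the strand is not given in the sources used here, so overlapping and antisense genes are uncertain, as are near-identical copies. The mRNA table held 35117 genes, 30297 of them with counts, and the miR table 674 entries for 374 mature miRs, of which 362 had counts and 84 had several entries. Gene symbols were matched by Ensembl identifier, and 687 genes had no symbol. Entries that name no gene were kept out of the library sizes and tests. Of all reads in the mRNA table, 24.7 to 64.8% per library lay on genes (median 55%), 6.03 to 21.1% on no gene, 13.2 to 66.4% aligned at several places, 2.81 to 12.5% were not aligned and 0.0985 to 0.354% were ambiguous.

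The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and DESeq2 1.42.0 was an alternative; tables were read with data.table 1.17.8 and figures drawn in Python 3.11.15 with matplotlib 3.10.9. Libraries were scaled with TMM, genes with low counts removed with filterByExpr, dispersions estimated with estimateDisp, and each FRC compared with the control by glmQLFit and glmQLFTest in 1 fit of the 11 groups without covariates. The SE of a log2 fold change is its size divided by the square root of the F value of its test. Thresholds were an absolute log2 fold change of 1.5 for mRNAs, as in the paper, and an adjusted p of 0.05. Pairs of FRCs were compared directly and by the overlap of their calls against the control, and each FRC was compared with the mean of the other 9. An item was counted as shared when called in 1 direction for at least 9 FRCs (mRNA) or 7 FRCs (miR). Because all FRCs share the controls, 20 simulations of all libraries without group differences, with the same shared controls, gave the numbers to set beside the shared items. They draw each mRNA or miR independently, so differences between libraries that move many items together are not in them.

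Gene sets were fixed by name: ribosomal proteins, phototransduction, lens crystallins, neurogenesis transcription factors, neurotransmitter receptors and synthesis, calcium channels and synaptotagmins, striated muscle, interferon response, cytokine response and erythrocyte hemoglobins. They were tested with camera at a correlation of 0.01 and, as alternatives, with an estimated correlation and fry. Clustering used up to 5 increases and 5 decreases per FRC, with Euclidean distance and complete linkage. Relations across samples were tested within groups with 100000 permutations (1e+05), and the lists of Figures 3C, 5B and 7B were counted as lists. The items named in the text were chosen by a rule: every gene, miR and set named in the paper's results and discussion; for each FRC the called mRNA and miR with the largest increase and decrease whose 4 exposed libraries all lay above or below all 4 controls; and the 5 mRNAs with the largest mean log2 fold change among those called in 1 direction for all 10 FRCs. A part of the named items is not reported here. The paper's own fold changes in its supplementary tables had been seen when the rule was written. The sample groups, tests, rule for named items, gene sets and most alternatives were set before the data were examined.

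The depth, 11208730 to 22287622 counts on genes and 3926230 to 14711047 on miRs per library, sets what can be seen: an mRNA with no count in a group is given as a lower bound against 3 counts over the group, and counting intervals are exact 95% intervals. The steps were tested on simulated counts for all 44 libraries, with means and spread taken over all groups and changes put only into the IPP libraries. Of mRNAs changed by 2 on the log2 scale, 81 of 100 were called by edgeR, and of those changed by 3, 94 of 99, with 2 unchanged mRNAs called among 21386 tested. For miRs, 10 of 30 changed by 0.5 and 25 of 30 changed by 1 were called. DESeq2 called 85 and 96 of the mRNAs and 10 and 24 of the miRs. The camera test of limma found the interferon set that was raised in the simulation, and 0 of the other 9 sets. Genes were drawn independently there, so this does not test false calls of sets whose genes move together.

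The replicate numbers were tested for pairing by the correlation of the deviations of same-numbered libraries from their group means. For mRNA 0 of 10 FRCs had every correlation with the control over 0.1, and for miRs 1 of 10 did, TPP, with correlations between 0.15 and 0.418; the sources do not say what a number stands for. Alternatives were RLE scaling, DESeq2, no filter on low counts, the authors' list of transcripts, a fit of only the 8 libraries compared, the replicate number as a block, and each control and exposed library left out in turn. For pairs an adjusted p of 0.01 was tried, and for clustering other linkages, distances and item lists. Added after seeing the data were the mean over precursors of a miR, libraries left out for pairs, gene sets, clustering, the comparison with the other FRCs and the use of each group as reference, and other scalings, filters and the block for the last 2. A check of transcript length and GC content was planned but not run, because no sequence of the build was used here. Phenotypes, gene ontology and the database tool TFmiR were not analysed here.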

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

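The tests of the shared increase on reads outside genes and on the exposures alone, of the size of that increase, those on the ribosomal mRNAs and TBBPA replicate 2, and the comparisons of libraries matched in depth or in reads on no gene were chosen only after the result was seen; the others in this part were planned.

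In a group of 4 libraries, 1 library was singled out when its gap to the nearest of the others was more than 0.83 of the range of the group. Of 77 groups of library measures 7 had such a library, and of 40 groups of CPM values of named items 1 had; chance gives about 1 in 20.

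TBBPA replicate 2 stood apart in 3 measures: 22152 genes were detected against 24433 to 24581 in the other TBBPA replicates, its 10 most abundant genes held 23% of the counts against 12 to 14%, and 66.4% of its reads aligned at several places against 14.7 to 17.3%. Its ribosomal protein mRNAs were high, at a mean log2 CPM of 10.55. If a property of this library alone raised the ribosomal mRNAs, the size of the set's change should vanish without it: the median log2 fold change of the set in TBBPA, 2.1, was 0.22 without replicate 2, so the size rests on this library. Whether a smaller rise remains cannot be told apart from a property of a few libraries: without replicate 2 camera still gave an adjusted p of 0.0149, and of the other TBBPA replicates those at 6.99 and 7.23 lay above the highest control (6.91) and that at 6.76 did not. The exposure could also give this; with replicate 2 itself, 3 of the 4 TBBPA replicates lay above all controls. The number of mRNAs called for TBBPA, 797, was 369 without replicate 2, more than 1.5 times lower, so a large part of the calls rests on the library as well. A response of these embryos, RNA quality and carry-over of ribosomal reads stay open as sources, as the library has no repeat.

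TDBPP replicate 4 had 10047882 counts on miRs against 4929844 to 5313876 in the other TDBPP replicates. TiBP replicate 1 had 25196 detected genes against 24732 to 24792, and TPP replicate 4 had 347 detected miRs against 346 to 346, a difference of a single miR. In TPP replicate 1 the 10 most abundant genes held 12.7% of the counts, against 10.8 to 11.1%. For these no biological explanation was tested, and only scaling for depth was applied.

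wnt3a had 2.1 CPM in TCEP replicate 2 against 8.64 to 9.82 CPM in the other TCEP replicates. This replicate was also close to the controls in the mRNAs shared by the FRCs, with a mean log2 CPM of 0.59, as were TBBPA replicates 3 and 4 (0.49 and 0.76) and TPP replicate 1 (0.74); the next exposed library was at 1.78 and the highest control at 0.44. In other splits of the libraries, exchanging control replicate 2 and TCEP replicate 2 gave 718 mRNAs against 496 in the real split, so that 5 of 35 splits were as large, and exchanging control replicate 2 and TPP replicate 1 gave 325 against 249, so that 2 of 35 were. A wrongly marked sample, or embryos that took up less of the FRC, could give such a library. An exchange with a control would put an exposed library among the controls, but all 4 controls lay between -0.21 and 0.44, and TCEP replicate 2 (7.61) and TPP replicate 1 (7.43) lay above the controls (at most 6.91) in the ribosomal level. TBBPA replicates 3 and 4 are unlike controls as well: their matn1 was at 0.818 and 0.519 CPM against 5.62 to 13.4 CPM in the controls, and their phototransduction level at 0.38 and 0.42 against at least 1.2 in the controls, as in the other TBBPA replicates (0.44 and 0.64). In the small RNA libraries of the same RNA samples, the score of the shared miRs in TCEP replicate 2 was -3.5, close to the -3.35 to -3.21 of the others of its group and away from the control mean of -4.99, and that of TPP replicate 1 was -3.31, within the -3.53 to -3.11 of its group. TCEP replicate 2, TPP replicate 1 and TBBPA replicate 3 also had a low share of reads on no gene and a high ribosomal level for their groups. The values were 13.1% and 7.61, 14.4% and 7.43, and 13.6% and 7.23. The other replicates of these groups, TBBPA replicate 2 aside, had at least 15.4% and at most 6.99. TBBPA replicate 4, at 15.9% and 6.76, did not share this. What makes these mRNA libraries low in the shared mRNAs, a property of the library or of the embryos, stays open.

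The 64 mRNAs increased for at least 9 FRCs are a pattern that the controls share in. If 1 control library made it, leaving that library out should remove it: the count was 0 without control replicate 1, so the number can rest on 1 library, but the median log2 fold change of the 64, 2.61, was 2.51 at its lowest, which argues against 1 control as the cause of its size. For depth the planned test was the relation of the level with the log of the total within groups: r was -0.237 (permutation p = 0.18), while rho was -0.374 (permutation p = 0.0333, adjusted p = 0.0832), and without IPP replicates 2 and 3 r was -0.395 (permutation p = 0.0214), so a weak relation is not excluded. Against depth as the cause of the whole increase, the 33 exposed libraries within the range of total counts of the controls (13335049 to 19899410) had a median level of 2.7 and all 33 lay above the highest control. With the share of reads outside genes r within groups was 0.276 (permutation p = 0.344; rho = 0.277, permutation p = 0.143). Without TBBPA replicate 2 and TCEP replicate 2 r was 0.383 (permutation p = 0.0133). These libraries pull in opposite directions. TBBPA replicate 2 had the lowest share of its group with the highest level, and TCEP replicate 2 the lowest share with the lowest level. Leaving out TBBPA replicate 2 alone was not tested, so a relation is not excluded and these values do not limit its strength. Against the share of reads outside genes as the cause of the whole increase, the 17 exposed libraries whose share lay within that of the controls (12.8 to 15.9%) had a median of 2.52. All 17 lay above the highest control. A difference between the RNA samples, such as embryo stage or RNA integrity, cannot be told apart from the exposures: within groups the level was not related to the score of the shared miRs (r = 0.0989, permutation p = 0.297, rho = 0.195, permutation p = 0.176), but controls and exposed samples were not crossed with any such property. With the exposures alone as the cause, the spread within FRCs was expected to be that of the control; it was 0.71 (SD) against 0.27, and 4 of 40 exposed libraries lay within 1 of the highest control. As the response can vary between pools of embryos, this leaves the exposures alone open as the cause.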

How the results depend on the processing

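The tests added only after the result was seen were the mean over precursors and the libraries left out for pairs of FRCs, gene sets, clustering, the comparison with the other FRCs and the use of each group as reference, and other scalings, filters and the block for the last 2; all others were planned. No call of a named item or gene set reversed its direction under any alternative, but the share of increases among the called miRs did change sides for BDE-47, TBBPA and TCEP under RLE (below), for TDBPP under DESeq2 (67 increases and 78 decreases) and RLE, and for TiBP under DESeq2 (69 and 64) and RLE, and of the sets not called the medians of the ribosomal proteins in TCPP and the neurogenesis transcription factors in TiBP, both close to 0, changed sign between scalings.

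Of 444 results for named items in single FRCs, 349 kept their call under all alternatives other than libraries left out, and 132 of 2704 values were no longer past the threshold: 77 of 399 in the fit of the 8 libraries compared, 17 of 444 with the replicate block, 12 of 444 without the filter, 12 of 439 over the authors' list, 11 under RLE and 3 under DESeq2. With each library left out, 291 kept their call throughout and 510 of 3552 values were past the threshold no more. Fewer libraries give less power, and no other cause was tested.

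In the fit of the 8 libraries compared, with fewer libraries to estimate the spread, the mRNAs called for TBBPA numbered 150, the mRNAs called for TCEP 24, the mRNAs called for TPP 108 and the mRNAs called for TBPH 177, and the miRs called for BDE-47 0, the miRs called for TDBPP 91, the miRs called for TCEP 35, the miRs called for TPP 11 and the miRs called for TiBP 61. For TBPH the mRNAs called were also 22 under RLE, 167 under DESeq2, 22 over the authors' list and 22 with the replicate block; the miRs called for BDE-47 were 18 without the filter, 18 over the authors' list and 9 with the replicate block. The cause was not tested. In the share of increases among the miRs called for BDE-47, 65.5% with TMM, RLE gave 42.9% and DESeq2 53.1%; among the miRs called for TBBPA RLE gave 39.4% and DESeq2 41.8%; and among the miRs called for TCEP RLE gave 46.1% and DESeq2 47.4%, from 41 increases and 38 decreases and from 42 and 30. The mRNAs increased for at least 9 FRCs numbered 130 under DESeq2 and 16 in the fit of the 8 libraries. The miRs increased for at least 7 FRCs numbered 2 in that fit, and the miRs decreased for at least 7 FRCs 4 over the authors' list, 1 with the replicate block and 0 in the fit of the 8 libraries.

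At an adjusted p of 0.01 fewer genes pass by construction. By this, mRNAs called for both TBBPA and TBBPA-DBPE numbered 16, the mRNAs called for both TBBPA-DBPE and TCEP 210, the mRNAs called for both BDE-47 and IPP 161, the mRNAs called for both BDE-47 and TPP 59, the mRNAs called for both IPP and TPP 74, the mRNAs called for both BDE-47 and TCEP 191, the mRNAs called for both BDE-47 and TCPP 49 and the mRNAs called for both TCEP and TCPP 47. Directly compared, the mRNAs called between BDE-47 and TPP numbered 7, the mRNAs called between BDE-47 and TCEP 1 and the mRNAs called between TCEP and TCPP 7. Under DESeq2 the first of these overlaps was 133, the mRNAs called between BDE-47 and TPP 21 and the mRNAs called between TCEP and TCPP 11, and without the filter the mRNAs called between BDE-47 and TCEP numbered 1. Against the other 9 FRCs, with no filter and more genes tested, mRNAs called for TDBPP against the other 9 FRCs numbered 748, mRNAs called for TBBPA against the other 9 FRCs 1355, mRNAs called for TCEP against the other 9 FRCs 133, mRNAs called for TCPP against the other 9 FRCs 36, mRNAs called for IPP against the other 9 FRCs 368 and mRNAs called for TiBP against the other 9 FRCs 337; DESeq2 gave TBBPA-DBPE 35 and TCPP 13, and the authors' list TCPP 14.

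With an estimated correlation the gene sets called for BDE-47, TBBPA-DBPE, TBPH, TCEP, TCPP and TPP were 0 each, for TDBPP 1, for TBBPA 3, for IPP 3 and for TiBP 1, and under fry 0 for BDE-47, TBBPA-DBPE, TBPH, TCEP, TCPP and TPP and 5 for TDBPP. Of the 40 set calls 8 held with the estimated correlation and 18 under fry, and 295 of 320 values with a library left out. Single sets lost with a library left out that are named at no claim were phototransduction in BDE-47 (median -0.28, camera adjusted p = 0.0247; 0.0656 without BDE-47 replicate 1 and 0.0658 without BDE-47 replicate 2) and erythrocyte hemoglobins in TDBPP (median -0.81, camera adjusted p = 0.0478; 0.103 without control replicate 3, 0.131 without control replicate 4, 0.0997 without TDBPP replicate 1 and 0.0672 without TDBPP replicate 2). No called set changed sign under RLE or DESeq2, and the median of all tested genes moved by at most -0.03 (mRNA) and -0.07 (miR).

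With each of the libraries left out in turn the mRNAs called for TBBPA ranged from 369 (without TBBPA replicate 2) to 1114 (without TBBPA replicate 4), for TBBPA-DBPE from 276 to 587 (without TBBPA-DBPE replicate 2 and 3), for TBPH from 0 (control replicate 1) to 91 (TBPH replicate 3), for TCEP from 332 (control replicate 1) to 809 (TCEP replicate 2), for TCPP from 2 (control replicate 1) to 185 (control replicate 2) and for TPP from 78 (control replicate 1) to 471 (TPP replicate 1). The miRs called for BDE-47 ranged from 1 to 46 (control replicates 1 and 2), for TBBPA from 46 (TBBPA replicate 4) to 94 (control replicate 4), for TBBPA-DBPE from 59 to 117 (control replicates 1 and 3), for TBPH from 0 to 14 (TBPH replicate 3), for TCEP from 35 to 96 (control replicates 1 and 2), for TCPP from 0 to 3 (control replicate 4) and for TPP from 14 to 91 (control replicates 1 and 3). The mRNAs increased for at least 9 FRCs ranged from 0 to 42 (control replicates 1 and 2), the miRs increased for at least 7 FRCs from 1 to 20 (control replicates 1 and 2) and the miRs decreased for at least 7 FRCs from 0 (control replicate 1 or 4) to 19 (control replicate 3). The overlaps ranged from 35 to 127 for TBBPA and TBBPA-DBPE (TBBPA replicates 2 and 4), 214 to 424 for TBBPA-DBPE and TCEP (TBBPA-DBPE replicate 2, TCEP replicate 2), 137 to 292 for BDE-47 and IPP (IPP replicates 1 and 2), 50 to 298 for BDE-47 and TPP and 67 to 309 for IPP and TPP (TPP replicates 2 and 1), 208 to 374 for BDE-47 and TCEP (control replicate 1, TCEP replicate 2), 2 to 196 for BDE-47 and TCPP (control replicate 1, BDE-47 replicate 3) and 2 to 278 for TCEP and TCPP (control replicate 1, TCEP replicate 2), by the mRNAs called for both. The mRNAs called between TBBPA and TBBPA-DBPE ranged from 595 to 1618 (TBBPA replicates 2 and 1), those between BDE-47 and TPP from 8 to 14 (BDE-47 replicate 3, TPP replicate 1), between BDE-47 and TCEP from 0 to 9 (BDE-47 replicate 1 or 2, TCEP replicate 2), between BDE-47 and TCPP from 1 to 2 and between TCEP and TCPP from 9 to 68 (TCPP replicate 2, TCEP replicate 2). Those called for BDE-47 against the other 9 FRCs ranged from 7 to 18 (replicates 3 and 1), TDBPP from 204 to 462 (2 and 4), TBBPA from 367 to 1081 (2 and 1), TBBPA-DBPE from 25 to 48 (2 and 3), TBPH from 11 to 16 (1, and 3 or 4), TCEP from 29 to 102 (4 and 2), TCPP from 13 to 20 (3 and 4) and TPP from 12 to 20 (3 and 4). With TBBPA as the reference for the other groups, 292 mRNAs differed in at least 9, with a range of 57 to 487 (TBBPA replicates 2 and 1). The gene sets called for TDBPP ranged from 5 (control replicate 4 or TDBPP replicate 2) to 9 (TDBPP replicate 4), for TCEP from 0 to 4 (TCEP replicates 4 and 2), for TCPP from 1 to 3 (control replicate 2) and for TPP from 1 (control replicate 3 or TPP replicate 2) to 5 (TPP replicate 1).

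The replicate numbers did not pair the mRNA samples: 3 of 40 correlations of deviations with the same-numbered control were over 0.1, between -0.233 and 0.173 over all, and 21 of 40 for miRs, between -0.676 and 0.763. With the number as a block 22 mRNAs were called for TBPH, 9 miRs for BDE-47, and 1 miR was decreased for at least 7 FRCs; 17 of 444 named results were past the threshold no more. For TPP miRs, whose numbers paired, the block left the count of calls at 53.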

Differences from the paper's values

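Of the counts and log2 fold changes set beside the paper's, 3 differed. The paper's figure shows about 11 mRNAs increased by TBPH (Fig. 2B, read by eye), and here 51 were; none of the 14 alternatives set before the data were examined brings it within 1.5 times. Table S1.3 of the paper holds 8 miRs increased by BDE-47, and here 19 were called; under RLE, no filter, the authors' list, the replicate block and without BDE-47 replicate 2 or 3 the difference is not found, and under the other 8 of the 14 alternatives it is. The paper's log2 fold change of rasgrf2b in TBBPA is -1.73386 in Table S1.2 and here it was 1.97 (SE 0.7), chosen after the values were seen; none of 13 alternatives changes the sign. It was the only 1 of 311 mRNA values with an opposite sign, and 0 of 86 miR values differed.

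rho in TPP is called in the paper's table, at -1.77215, and was not called here, at -1.77 (edgeR adjusted p = 0.0512); it was called under DESeq2, over the authors' list, without control replicate 3 and without TPP replicate 1. miR-137-5p in TPP is called in the paper's table, at -0.598648, and was not here, at -0.6 (edgeR adjusted p = 0.0598); it was called under DESeq2, over the authors' list and without control replicate 2 or 3.

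The paper gives rho and matn1 as changed for more FRCs than found here, where both were called for 5, all decreases. In the paper's text mir-727-5p increased, while here miR-727-5p decreased for 2 FRCs and increased for 0 by edgeR, and miR-737-5p increased for 7. The paper ranks TDBPP, TBBPA, IPP and TPP as the FRCs with the most extensive mRNA changes. Here TDBPP had 1094 called mRNAs, TiBP 1074, IPP 858 and TBBPA 797. TCEP with 496, TBBPA-DBPE with 485 and BDE-47 with 360 also lay above TPP with 249. The paper counts TCEP in 1 place among the FRCs with minimal or no miR changes and in another among those with substantial ones; here 72 miRs were called for TCEP, which goes with the latter.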

Other observations

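The tests of chance and the relation within groups of mir-430 and phototransduction were planned; the use of TBBPA as a reference without its replicate 2 and the restriction to 7 of the 11 groups for mir-430 were chosen only after the result was seen.

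Every comparison was set against the other splits of its libraries, 35 for 4 against 4, the real one included, or 41 for the shared items and the comparison with the other FRCs (40 drawn and the real one). For mRNAs no other split was as large as the real one (1 of 35) for 8 FRCs: BDE-47 (360, highest other 0), TDBPP (1094, 129), TBBPA (797, 486), TBBPA-DBPE (485, 0), TBPH (52, 0), TCPP (223, 0), IPP (858, 14) and TiBP (1074, 8). Chance is not excluded for TCEP, with 5 of 35 (496, highest other 718), and TPP, with 2 of 35 (249, highest other 325). For miRs no other split was as large for TDBPP (149, 91), TBBPA (79, 5), TBBPA-DBPE (96, 90), TCEP (72, 57), IPP (157, 99), TPP (53, 6) and TiBP (116, 113), and chance is not excluded for BDE-47, with 2 of 35 (29, 39). A value of 1 of 35 is the smallest this test can give, and it was not adjusted for the number of comparisons, which reuse the same 4 controls. With control replicate 3 exchanged for 1 exposed library, TiBP, TBBPA-DBPE and TCEP still had 113, 90 and 57 miRs. For TBPH and TCPP edgeR called 0 miRs (20 and 14 at an unadjusted p under 0.05, 0 and 0 by DESeq2). All 35 splits were therefore as large. The highest for TBPH was 111, with control replicates 2 and 3 exchanged with TBPH replicates 1 and 2. For TCPP it was 97, with control replicates 2 and 3 exchanged with TCPP replicates 1 and 3. In these splits libraries of both groups differ together by something the labels do not give.

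For pairs of FRCs no other split was as large as the real one (1 of 35) for TBBPA and TBBPA-DBPE (1237, highest other 718), BDE-47 and IPP (442, 22), BDE-47 and TPP (13, 0), and IPP and TPP (312, 16). Chance is not excluded for TBBPA-DBPE and TCEP (3 of 35, 6 and 13) and TCEP and TCPP (3 of 35, 20 and 29). For BDE-47 and TCEP (4, highest other 2) and BDE-47 and TCPP (1, highest other 0) no other split was as large either. This test does not cover how far a count rests on single libraries: that of BDE-47 and TCEP was 0 without BDE-47 replicate 1 or 2, that of BDE-47 and TCPP is a single mRNA, the mRNAs called for TBPH numbered 0 without control replicate 1 or 3 or TBPH replicate 1, 2 or 4, and the mRNAs called for TCPP 2 without control replicate 1. Against the other 9 FRCs only TBBPA exceeded all drawn regroupings (1 of 41, 771 and 496), and its count fell below 496 without TBBPA replicate 2. Drawn numbers were as large for BDE-47 (6 of 41, 22 and 439), TDBPP (4, 281 and 389), TBBPA-DBPE (6, 55 and 517), TBPH (7, 30 and 484), TCEP (4, 42 and 549), TCPP (7, 22 and 673), IPP (4, 225 and 739), TPP (5, 22 and 521) and TiBP (7, 219 and 501). These regroupings mix libraries of different FRCs, TBBPA replicate 2 among them, so chance is neither excluded nor shown for these FRCs. For the number of gene sets called, chance is excluded for none: BDE-47 (11 of 35, 3 and 4), TDBPP (4, 8 and 8), TBBPA (10, 7 and 9), TBBPA-DBPE (12, 4 and 5), TBPH (21, 2 and 4), TCEP (24, 2 and 7), TCPP (17, 2 and 4), IPP (18, 5 and 7), TPP (31, 2 and 6) and TiBP (13, 5 and 7). The shared items exceed all drawn regroupings (1 of 41 each): 64 mRNAs and a highest other of 0, 10 increased miRs and 0, and 7 decreased miRs and 1. In the simulations of unchanged groups, where each item is drawn independently, the highest were 0, 0 and 0.

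Taking each group as the reference for the other 10, the control had 64 mRNAs lower than in at least 9 groups and 0 higher, while TBBPA had 7 and 285, TDBPP 10 and 54, TiBP 10 and 33 and IPP 9 and 21; without TBBPA replicate 2 TBBPA had 13 and 44. So a set of mRNAs that differ from nearly all other groups is not particular to the control.

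Some gene set changes called by camera had values not given above. Striated muscle mRNAs were lower in BDE-47 (median log2 fold change -0.26, camera adjusted p = 5.69e-05) and TiBP (-0.33, 5.49e-05). Phototransduction mRNAs were lower in TDBPP (-0.51, 0.00177) and TiBP (-0.37, 0.000131). Neurotransmitter receptor and synthesis mRNAs were lower in IPP (-0.2, 0.00441) and TBBPA (-0.47, 9.45e-13). Chance is not excluded for the number of sets, as above.

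The mir-430 family and the phototransduction mRNAs moved against each other. As a hypothesis, a delay of development could raise the early mir-430 and lower the late phototransduction mRNAs. The group means fall in separate clusters, TDBPP, TBBPA, IPP and TiBP with mir-430 at 12.14 to 12.51 and phototransduction at 0.45 to 0.63, and the other 7 groups at 11.63 to 11.97 and 1.02 to 1.28, so the planned relation over all 11 group means (r = -0.829, permutation p = 0.00229; rho = -0.709, permutation p = 0.0183; r = -0.827, permutation p = 0.00993, without TDBPP and TBBPA) rests largely on the gap between these clusters and cannot be read as a trend within them; within the 7 groups, which were picked by these same levels, r was -0.223 (exact permutation p = 0.613, rho = -0.179, exact permutation p = 0.713). Within groups over the 44 samples r was -0.423 (permutation p = 0.0146, adjusted p = 0.073; rho = -0.399, permutation p = 0.0227, adjusted p = 0.0832), and -0.324 (permutation p = 0.0807) without TDBPP replicates 2 and 4, so it rests in part on those samples. The hypothesis is neither excluded nor shown by these values, and the embryo stage was not measured.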
